# Ethanol exposure disrupts extraembryonic microtubule cytoskeleton and embryonic blastomere cell adhesion, producing epiboly and gastrulation defects

**DOI:** 10.1242/bio.20135546

**Published:** 2013-08-14

**Authors:** Swapnalee Sarmah, Pooja Muralidharan, Courtney L. Curtis, Jeanette N. McClintick, Bryce B. Buente, David J. Holdgrafer, Osato Ogbeifun, Opeyemi C. Olorungbounmi, Liliana Patino, Ryan Lucas, Sonya Gilbert, Evan S. Groninger, Julia Arciero, Howard J. Edenberg, James A. Marrs

**Keywords:** Fetal alcohol spectrum disorder, Gastrulation, Cell adhesion, Zebrafish

## Abstract

Fetal alcohol spectrum disorder (FASD) occurs when pregnant mothers consume alcohol, causing embryonic ethanol exposure and characteristic birth defects that include craniofacial, neural and cardiac defects. Gastrulation is a particularly sensitive developmental stage for teratogen exposure, and zebrafish is an outstanding model to study gastrulation and FASD. Epiboly (spreading blastomere cells over the yolk cell), prechordal plate migration and convergence/extension cell movements are sensitive to early ethanol exposure. Here, experiments are presented that characterize mechanisms of ethanol toxicity on epiboly and gastrulation. Epiboly mechanisms include blastomere radial intercalation cell movements and yolk cell microtubule cytoskeleton pulling the embryo to the vegetal pole. Both of these processes were disrupted by ethanol exposure. Ethanol effects on cell migration also indicated that cell adhesion was affected, which was confirmed by cell aggregation assays. E-cadherin cell adhesion molecule expression was not affected by ethanol exposure, but E-cadherin distribution, which controls epiboly and gastrulation, was changed. E-cadherin was redistributed into cytoplasmic aggregates in blastomeres and dramatically redistributed in the extraembryonic yolk cell. Gene expression microarray analysis was used to identify potential causative factors for early development defects, and expression of the cell adhesion molecule protocadherin-18a (*pcdh18a*), which controls epiboly, was significantly reduced in ethanol exposed embryos. Injecting *pcdh18a* synthetic mRNA in ethanol treated embryos partially rescued epiboly cell movements, including enveloping layer cell shape changes. Together, data show that epiboly and gastrulation defects induced by ethanol are multifactorial, and include yolk cell (extraembryonic tissue) microtubule cytoskeleton disruption and blastomere adhesion defects, in part caused by reduced *pcdh18a* expression.

## Introduction

Fetal alcohol spectrum disorder (FASD) is the most frequent preventable birth defect syndrome. Medical treatment, special education and lost productivity place a heavy toll on society (Popova et al., 2011). Developmental defects produced by ethanol exposure in animal models recapitulate defects seen in human FASD patients, including craniofacial, neural and cardiac defects (Ali et al., 2011; Haycock, 2009; Kelly et al., 2009; Sarmah and Marrs, 2013). Ethanol exposure could disrupt one or many developmental signaling mechanisms during early development (Muralidharan et al., 2013). Ethanol exposure is thought to affect embryonic gene expression, although mechanisms and specific changes are largely unknown (Haycock, 2009).

Gastrulation is a critical step in embryogenesis, producing the major embryonic axes (dorsal–ventral, anterior–posterior and left–right) (Solnica-Krezel and Sepich, 2012). Gastrulation is particularly sensitive to teratogen exposure (Gilbert-Barness, 2010), and ethanol exposure during gastrulation affects embryonic cell movements (Blader and Strähle, 1998; Sulik et al., 1981). Zebrafish (*Danio rerio*, Hamilton) is an exceptionally powerful model for studying gastrulation due to its rapid development, genetics, genomics, small size and experimental accessibility (Solnica-Krezel, 2006; Solnica-Krezel and Sepich, 2012). For example, injection of specific synthetic mRNA in early zebrafish embryos can rescue individual gene mutations or morpholino oligonucleotide gene knockdowns. Synthetic *shh* mRNA injection rescued effects of ethanol exposure in zebrafish (Loucks and Ahlgren, 2009).

Early embryogenesis includes cleavage and gastrulation stages. In zebrafish, epiboly cell movements occur during these stages, as blastomeres spread over the large yolk cell (Warga and Kimmel, 1990). Epiboly is coupled with gastrulation (Solnica-Krezel and Driever, 1994; Strähle and Jesuthasan, 1993). Previously characterized epiboly mechanisms include: (i) yolk cell microtubule cytoskeleton pulling of the outer layer of cells, the enveloping layer, towards the vegetal pole (Solnica-Krezel and Driever, 1994; Strähle and Jesuthasan, 1993); and (ii) radial intercalation, where blastomere (deep) cells move and intercalate radially in the spherical embryo, causing blastomere layer thinning (Kane et al., 2005; Morita and Heisenberg, 2013; Solnica-Krezel, 2006; Song et al., 2013). Classical experiments showed that epiboly activities in the yolk cell are independent of the deep cell movements since yolk cell epiboly processes proceeded when the embryonic blastomeres were removed from the yolk cell (Betchaku and Trinkaus, 1978).

E-cadherin adhesion activity is required for epiboly and convergence/extension cell movements during gastrulation (Babb and Marrs, 2004; Kane et al., 2005; Morita and Heisenberg, 2013; Solnica-Krezel, 2006; Song et al., 2013). E-cadherin distribution and trafficking is regulated during gastrulation, particularly in the prechordal plate (the leading edge of the anterior mesendoderm) by critical early developmental signaling pathways, including non-canonical Wnt (Ulrich et al., 2005), heterotrimeric G-protein (Lin et al., 2009) and Pou5f1/Oct4 signaling pathways (Song et al., 2013).

Cell labeling, marker expression, protein distribution and live embryo imaging experiments were performed to dissect effects of ethanol on epiboly and gastrulation. Microtubule cytoskeleton in the yolk cell was disrupted by ethanol exposure, indicating that extraembryonic tissue effects contribute to early ethanol-sensitive developmental defects. Blastomere cell directional movements and cell adhesion activity was reduced by ethanol exposure, but ethanol effects on E-cadherin expression and distribution in blastomeres were minimal. Microarray analysis showed reduced *pcdh18a* gene expression in ethanol treated embryos, and *pcdh18a* mRNA injection partially rescued epiboly defects, showing that reduced protocadherin cell adhesion molecule expression is partially responsible for the complex effects of ethanol on zebrafish early embryo development.

## Results

Zebrafish embryos were treated with 100 mM ethanol in embryo medium beginning at 2 hpf; controls without ethanol were examined in parallel. This ethanol concentration produces highly reproducible phenotypes and is within levels attained in alcoholic patients. Epiboly progression was slowed (Fig. 1A–F; statistical comparison in Fig. 5F). Using *no tail (ntl) in situ* hybridization to mark the germ ring (70% epiboly stage; mesendodermal cells at the leading edge during epiboly progression) illustrates delayed epiboly progression (Fig. 1G,H). Dorsal forerunner cells (also marked by *ntl* staining) associate closely with the leading edge of the germ ring in control embryos, but these cells were dissociated from one another and advancing ahead of the germ ring in ethanol treated embryos at 6 hpf (Fig. 1G,H). Time lapse analysis of cell movements showed that the dorsal forerunner cells reaggregate by 10 hpf even in the continual presence of ethanol, and eventually form a single Kupffer's vesicle at 12 hpf (S.S., C.L.C. and J.A.M., unpublished observations). Primary cilia assembly in the Kupffer's vesicle, left–right asymmetry marker expression and heart looping were not disrupted in ethanol treated embryos (S.S. and J.A.M., unpublished observations; Sarmah and Marrs, 2013).

**Fig. 1.**
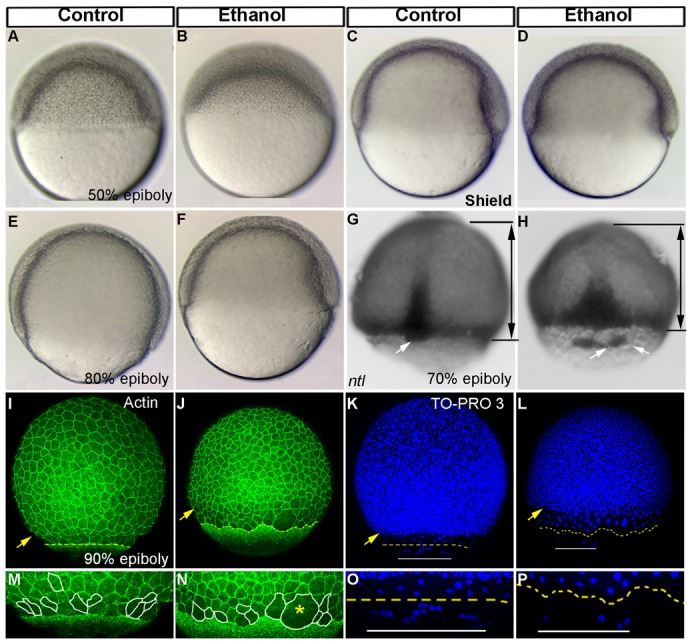
Ethanol exposure reduces epiboly progression and dorsal forerunner cell aggregation. (A–F) Live embryos at 50% epiboly (A,B), shield (C,D), and 80% epiboly stages (E,F) showed reduced epiboly progression in the ethanol treated embryos (B,D,F) compared to control (A,C,E). (G,H) *In situ* hybridization depicting *ntl* showed epiboly delay in the deep cells and obvious separation of the dorsal forerunner cells from the deep cell margin in the ethanol treated embryo (H). Black lines with arrows indicate the distance between the deep cell margin and the animal pole. White arrows: dorsal forerunner cells. (I,J) 3D renderings of confocal microscopy optical sections of phalloidin stained (F-actin) gastrulae. Yellow arrowhead: deep cell margin; yellow perforated line: EVL margin. (K,L) 3D renderings of confocal microscopy optical sections of TO-PRO-3 stained embryos showed deep cells nuclei, EVL cell nuclei and YSL nuclei. Yellow arrowhead: deep cell margin; yellow perforated line: EVL margin drawn from F-actin staining (I,J); white line: yolk syncytial nuclei margin. (M,N) High magnification images of control and ethanol treated embryos highlighting cell boundaries of a few EVL cells. Cells at the embryo margins in the control embryo showed elongated EVL cells, roughly perpendicularly aligned to the EVL margin (M). Ethanol treated embryos showed rounder and not correctly aligned EVL cells (N). Yellow asterisk indicates big multinucleated cell. (O,P) High magnification images of the TO-PRO-3 stained control and ethanol treated embryos. Control embryos showed YSL nuclei proceeded beyond the EVL (O). Ethanol treated embryos showed fewer YSL nuclei proceeded beyond the EVL.

### Microtubule cytoskeleton distribution was disrupted in ethanol treated embryos

Epiboly can be controlled by purse string (actinomyosin) constriction and flow friction mechanisms, pulling the enveloping layer (which overlies and envelops the deep cell layer) toward the vegetal pole after 50% epiboly (Behrndt et al., 2012; Cheng et al., 2004; Köppen et al., 2006; Lin et al., 2009; Zalik et al., 1999). Actin and nuclear staining were used to mark the embryo location and evaluate cell shapes and cytoskeletal distribution. Actin cytoskeleton associated with the enveloping layer was present in ethanol treated embryos, similar to control embryos (90% epiboly stage; Fig. 1I,J,M,N). Yolk syncytial nuclei movements proceeded beyond the enveloping layer in control embryos, but these nuclei movements were reduced in ethanol treated embryos (Fig. 1K,L,O,P), suggesting that the epiboly movements of deep cells and the extraembryonic yolk cell nuclei were disrupted.

Tension created by epiboly movement produces long and thin cells in the enveloping layer at the embryo margin (Lin et al., 2009). Ethanol treated embryos had larger (sometimes multinucleate) enveloping layer cells at the embryo margins (90% epiboly stage; Fig. 1M,N) that had lower length-to-width ratios than control embryo cells (Fig. 5G); the ratio changed from 1.87 (s.d. = 0.69, *n* = 30) in control embryos to 1.00 (s.d. = 0.47, *n* = 33) in ethanol treated embryos (*P*-value <0.001), suggesting that there was less tension pulling the enveloping layer in ethanol treated embryos. Since the circumferential actin cytoskeleton was relatively normal in ethanol treated embryos, the microtubule cytoskeleton in the yolk cell, which pulls the enveloping layer toward the vegetal pole, was evaluated next.

Microtubule networks are associated with the enveloping layer, extending toward the vegetal pole of the yolk cell in 3 hpf embryos (Fig. 2A,B,A′,B′). These microtubules associate with the circumferential actin cytoskeleton at the enveloping layer margin. Disrupting these microtubules interferes with epiboly cell movements (Solnica-Krezel and Driever, 1994; Strähle and Jesuthasan, 1993). In ethanol treated embryos, the microtubule cytoskeleton displayed an abnormal distribution, having shorter microtubules, extending less distance toward vegetal regions of the yolk cell, indicating that ethanol disrupts microtubule arrays that drive epiboly cell movements.

**Fig. 2.**
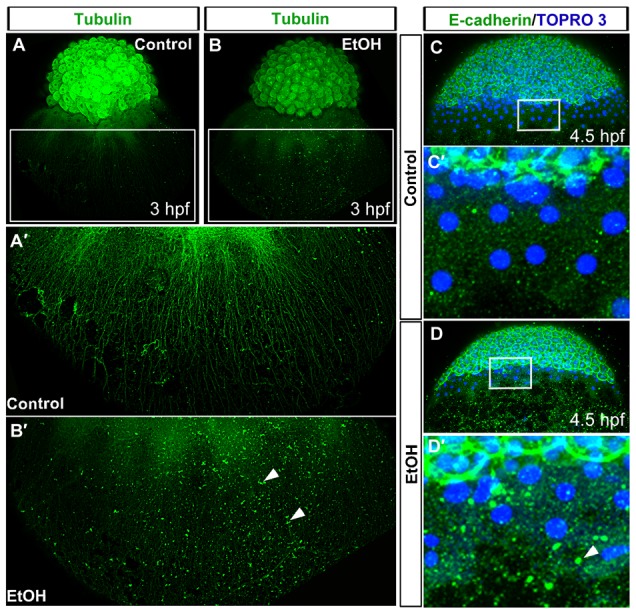
Ethanol exposure disrupts yolk cell microtubule and E-cadherin distribution. (A,B) 3D renderings of confocal microscopy optical sections of anti-α-tubulin antibody stained embryos showed microtubule organizations in the control (A) and ethanol treated (B) embryos at 3 hpf. (A′,B′) High magnification image of the boxed regions of embryos showed arrays of yolk cell microtubule extending toward the vegetal pole in the control (A′) and abnormal arrays of yolk cell microtubules in the ethanol treated embryo (B′). Arrowheads indicate aggregates of α-tubulin in the yolk cell. (C–D′) 3D images of confocal microscopy optical sections of anti-E-cadherin antibody stained embryos showed E-cadherin distribution in the control (C) and ethanol treated (D) embryos at 4.5 hpf. High magnification image of the boxed region of the control embryo showed relatively small aggregates of E-cadherin in the yolk cell (C′) than ethanol treated embryos, which had large aggregates of E-cadherin in the yolk cell (D′). Arrowhead indicates large E-cadherin aggregate.

The microtubule cytoskeleton in the yolk cell associates with E-cadherin, and loss of E-cadherin or microtubules disrupts this yolk cell membrane–cytoskeletal complex and interferes with epiboly cell movements (Babb and Marrs, 2004;  Carvalho et al., 2009; Kane et al., 2005; Solnica-Krezel and Driever, 1994). In ethanol treated embryos (4.5 hpf), there were large aggregates of E-cadherin staining in the yolk cell near the enveloping layer cell border (Fig. 2C,D,C′,D′) in contrast to E-cadherin distribution in the enveloping and deep cells of the embryo proper.

### Epiboly and gastrulation cell movement defects in ethanol treated embryos

A second mechanism that drives epiboly is radial intercalation cell movements, a process where cells at medial positions within the deep cell layer migrate radially and intercalate between cells within the outer and inner cell layers, producing a thinning and spreading of deep cells over the yolk cell (Morita and Heisenberg, 2013; Solnica-Krezel, 2006; Warga and Kimmel, 1990). Untreated control embryos showed more frequent radial intercalation events than ethanol treated embryos (Fig. 3; see also supplementary material Movies 1, 2). Migrating cells in control embryos directionally extended lamellipodia, leading to successful radial intercalation, but ethanol treated embryo cells extended lamellipodia in all directions and frequently failed to radially intercalate.

**Fig. 3.**
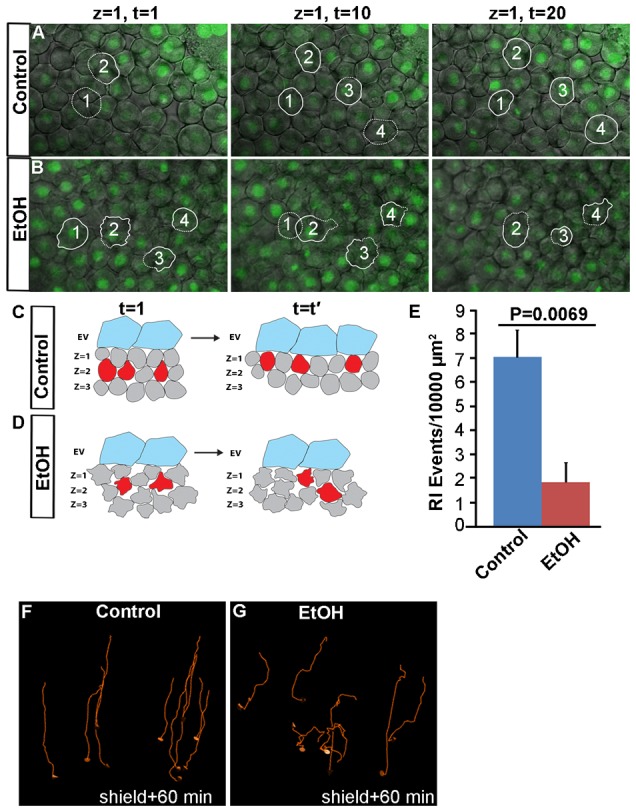
Ethanol exposure affects radial intercalation and gastrulation cell movements. (A,B) Confocal microscopy optical sections from the time-lapse image sequences at the most external epiblast layer of FITC-labeled histone-1 injected control (A) and ethanol (B) treated embryos at 4.5 hpf. Solid white line highlights representative cells in the upper layer, dotted line indicates cell in the lower layer. (C,D) Schematic diagrams illustrating radial intercalation (RI) events in the control (C) and ethanol treated (D) embryos. Unlike control, ethanol treated cells showed lamellipodia extension in all directions. (E) Histogram showing RI events in the control and ethanol treated embryos. (F,G) The paths of ten deep cells in the mesendoderm of control and ethanol treated embryos. Cells in ethanol treated embryos showed abnormal trajectories. Animal pole, top; vegetal pole, bottom.

Cell movements in the shield, where mesendodermal cell involution first occurs during gastrulation, were examined from 6 to 7 hpf. Individual cell movements in control and ethanol treated embryos were directed toward the shield, and mesendodermal cells underwent involution (Fig. 3F,G). Deep cells in control and ethanol treated embryos moved at the same rate, having nearly identical average instantaneous velocities (Table 1). However, cells in ethanol treated embryos had abnormal paths, showing less directed movements toward the shield (Fig. 3F,G). These more random cell movements during gastrulation are reflected in a lower meandering index (Table 1; meandering index of 1.0 is a perfect straight line; the smaller the value, the greater the meandering of the track). The average meandering index was reduced to 0.770 in ethanol treated embryos from 0.959 in control embryos.

**Table 1.**
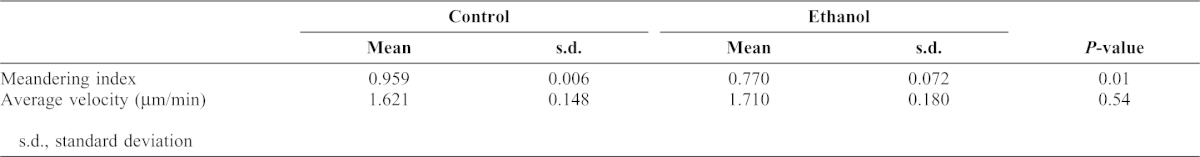
Ethanol interferes with directional gastrulation cell movements, but not migration rate.

### Adhesion was disrupted in ethanol treated embryos

To directly measure adhesion, dissociated cell aggregation assays using blastomeres from 4.5 hpf embryos were used to compare ethanol treated and control embryos. Cell aggregation was measured over a 3 hour time course and cell-to-object ratio was calculated. A ratio of 1.0 indicates no aggregation; greater the value, greater is the aggregation. Initially, the cell-to-object ratio was the same in control and ethanol treated cells (statistical comparison showed no significant difference at 1 hour), but at 2 and 3 hours, the cell-to-object ratio in control cells was significantly higher than ethanol treated cells (Fig. 4A).

**Fig. 4.**
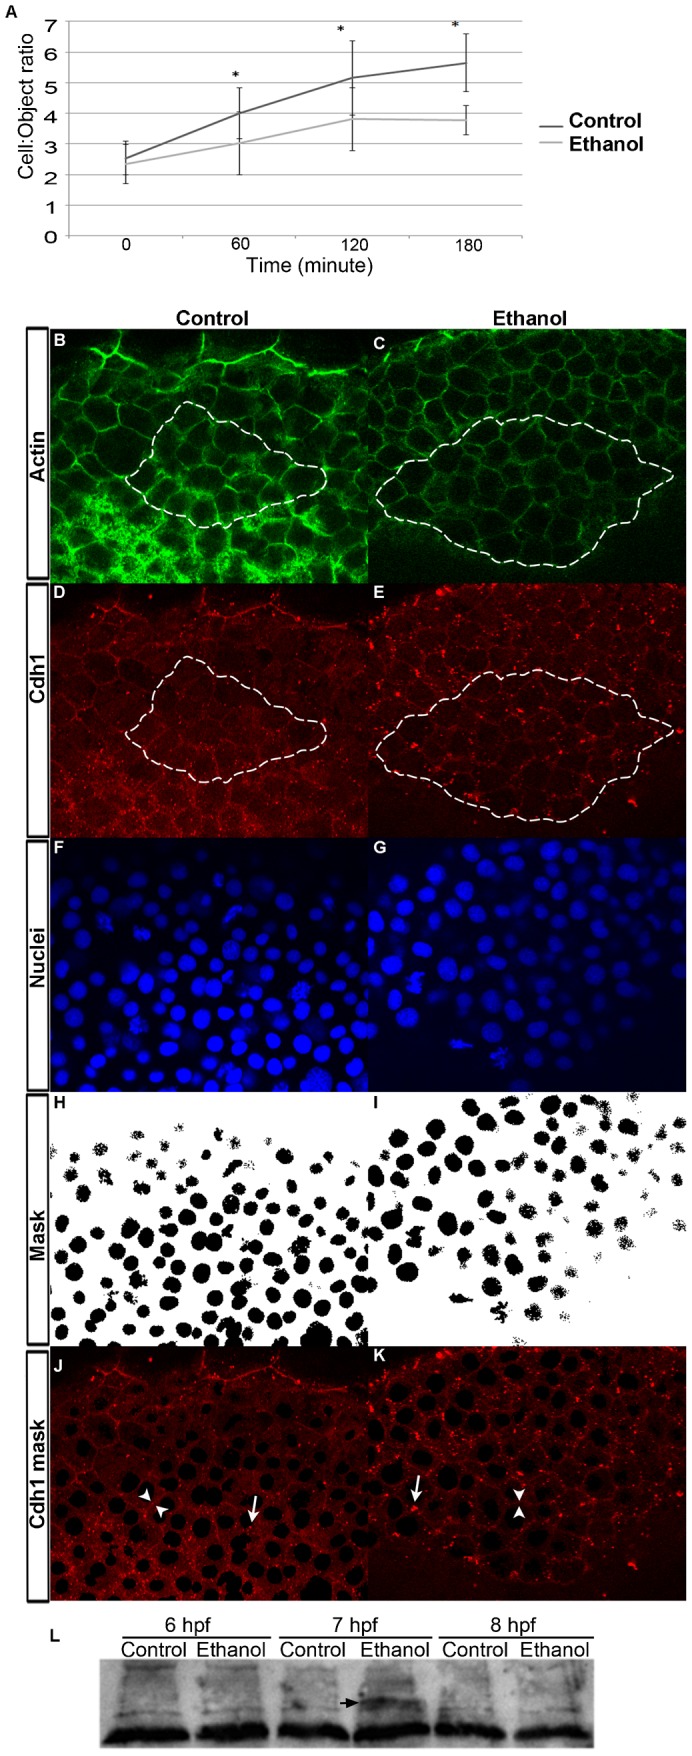
Ethanol treatment reduces blastomere adhesion, but E-cadherin expression and distribution were only minimally affected. (A) Cell adhesion assay using dissociated cells blastomeres. Graph showed cell-to-cell aggregation (object-to-cell ratios) of the dissociated control and ethanol treated blastomeres, which was reduced in ethanol treated cells. (B,C) Single confocal microscopy optical sections of the phalloidin stained prechordal plate cells in control and ethanol treated embryos at 8 hpf. (D,E) Single confocal microscopy optical sections showed E-cadherin distribution in the prechordal plate cells in the control and ethanol treated embryos at 8 hpf. White dotted lines indicate prechordal plate cells that were analyzed. (F,G) Co-staining with TO-PRO-3 labeled nuclei in the prechordal plate cells of control and ethanol treated embryos. (H,I) TO-PRO-3 was used as mask to exclude nuclei from E-cadherin intensity measurements. (J,K) E-cadherin distribution in the cytoplasm and cell surface after mask was applied. Arrowheads, cell surface; arrows, cytoplasmic aggregates. (L) Ethanol treatment did not change E-cadherin expression levels. Immunoblot analysis showed E-cadherin expression in the control and ethanol treated embryos at 6, 7 and 8 hpf. Arrow indicates an E-cadherin isoform that accumulated, which migrated more slowly.

Immunofluorescence using an E-cadherin specific antibody was performed on 8 hpf embryos that were treated with ethanol or untreated (Fig. 4D,E), and compared to cell surface and nuclei markers (Fig. 4B–K) in prechordal plate cells. E-cadherin distribution in the cytoplasm versus cell surface was not changed (Table 2), but cytoplasmic E-cadherin was found in larger cytoplasmic structures (see arrows in Fig. 4J,K). No difference in overall E-cadherin expression between control and ethanol treated embryos was detected at 6, 7 and 8 hpf (Fig. 4L). At 7 hpf, a band was consistently detected by the antibody that migrated more slowly in ethanol treated embryos. This may represent an accumulated E-cadherin isoform in ethanol exposed embryos (see arrow, Fig. 4L).

**Table 2.**
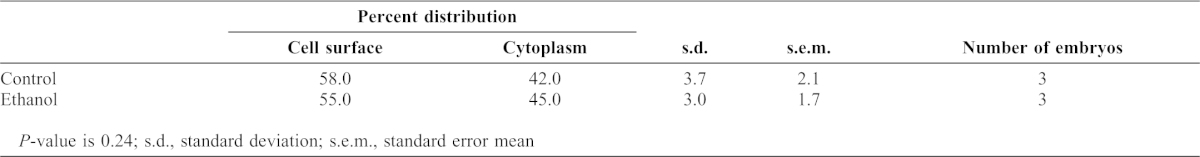
Cdh1 distribution at the cell surface versus cytoplasm was unaffected after ethanol exposure in 8 hpf embryos.

### Gene expression changes during gastrulation due to ethanol exposure

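Transcript levels were measured at 8 hpf, in mid-gastrulation, in 14 pools of about 20 whole embryos on the Affymetrix Zebrafish Genome Array, 1 array per pool. The 7 ethanol pools had been kept in 100 mM (0.6%) ethanol from 2 hpf, an exposure of 6 hours, and the 7 control pools were untreated. Each ethanol pool has a control pool from the same batch of embryos, numbered 1 to 6 and 8, so that the pools form 7 pairs. A signal is an average over all tissues of a pool, including extraembryonic ones such as the yolk syncytial layer and the enveloping layer. The authors deposited MAS5 signals, which are intensities on a linear scale, with each array scaled to a target of 1000. The median signal of an array had a middle value of 252 over the control pools and 255 over the ethanol pools. Between 7943 and 9156 probe sets reached a signal of 200 in a control pool, and between 8000 and 9262 in an ethanol pool.
From these signals, log2 values were tested for 9240 probe sets, representing 6016 named genes, that reached a signal of 200 in at least 3 of the 7 arrays of a treatment. The deposited table holds no detection calls, on which the authors' own filter rested. A limma model with embryo batch as a block gave each log2 fold change, as ethanol minus control over 7 pairs, with its standard error (SE), and a change was called at a Benjamini-Hochberg adjusted p of up to 0.10, the false discovery rate in the note of Table 3. Genes were grouped into 28 lists fixed before the data were examined, although the readable part of Table S1, which gives the probe sets with the smallest p, had been read by then. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01. The mean change of a list was also tested within pairs by an exact two-sided sign-flip permutation test, whose smallest p for 7 pairs is 0.0156, and is given with its exact 95% interval. The number of arrays limits the precision of all values.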

Gene expression changes were examined using Affymetrix GeneChip® microarray analysis. 

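Ethanol changed 403 of the 9240 probe sets tested, with 218 higher and 185 lower (adjusted p up to 0.10, limma). Among named genes that moved the same way in all 7 pairs, the largest rise was in slc1a4, a transporter of neutral amino acids (log2 fold change 1.81, SE 0.31, adjusted p = 0.00329). The next were abat, the enzyme that breaks down the transmitter GABA (1.38, SE 0.17, adjusted p = 0.00013), and slc16a9b, a monocarboxylate transporter (1.36, SE 0.13, adjusted p = 6.1e-06). The antioxidant gene prdx1 rose on 2 probe sets (1.27, SE 0.37, and 0.97, SE 0.25), and another probe set passed the threshold as well, higher in 6 of 7 pairs (0.95, SE 0.29, adjusted p = 0.096). Next came the tetraspanin tspan36 (1.07, SE 0.15) and the scaffold gene homer3b (0.96, SE 0.19). The glycolytic gene gapdhs (0.94), plekhj1 (0.86), odc1, which starts polyamine synthesis (0.86), isoc1 (0.85) and the forebrain regulator six3a (0.84) complete the 12.
The largest fall was in wu:fc34e06, a transcript without a functional name (-2.64, SE 0.72, adjusted p = 0.0594). Genes of the yolk syncytial layer, the extraembryonic layer that exports yolk nutrients, made up much of the rest: apobb.1 (-1.23, SE 0.20), selenop (-1.20, SE 0.20), the serpin serpina1l (-1.15, SE 0.24), apoa2 (-1.07, SE 0.13) and gamt, an enzyme of creatine synthesis (-1.04, SE 0.15). Of 33 genes listed for this layer and the yolk, 16 fell and none rose past the threshold, and adjusted over the list alone 28 were lower and 1 was higher. Of the 16, 5 are genes of Table 3 (gamt, rbp4l, bhmt, gatm and fbp1b), which the study chose on these samples. The largest fall on the list, in apoa4b.1 (-1.58, SE 0.49, adjusted p = 0.0986), passed the threshold with batch 1 left out and missed it with each of the others (adjusted p = 0.209 at -1.04 without batch 4, and up to 0.249 without batch 8), and was -0.80 with 100 added to each signal before the log. The apolipoprotein gene apoba fell as well, with a signal of 602 ± 341 (SD, n = 7) in the control pools and 290 ± 241 (SD, n = 7) in the ethanol pools. The other large falls were in the hox gene hoxb3a (-1.33, SE 0.31), ankrd9 (-1.17, SE 0.26), the selenoprotein gene selenow2b (-1.10, SE 0.25), and hand2 and hoxc8a.
Of the 403 probe sets, 303 carry the name of a single gene, for 292 genes in all. The change was at least 1.5-fold in 139 and at least 2-fold in 34, and 284 moved the same way in all 7 pairs. Over all probe sets tested, 565 did so, where chance gives 1.56%, or 144. The count was 238, 222, 238 and 209 without embryo batch 4, 5, 6 or 8. It was 28 with no batch in the model (25 higher and 3 lower) and 177 with batch as a random block (104 and 73). Without the mean-variance trend it was 43 (29 and 14), and with no moderation of the variances 45 (29 and 16). Of the genes named here, wu:fc34e06 (adjusted p = 0.159 without batch 4), apoba (0.11 without batch 5), gapdhs (0.118 without batch 2), plekhj1 (0.216 without batch 6), hand2 (0.103 without batch 2 and 0.104 without batch 6) and prdx1 (0.157 and 0.166 without batch 4, and 0.104, with a log2 change of 0.78, without batch 3 for the first probe set) missed the threshold with a pair left out. The value for serpina1l was -0.76 without batch 4, and with 100 added to each signal before the log those for wu:fc34e06 and the first prdx1 probe set were -1.20 and 0.76.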

Many genes were identified that showed statistically significant changes in response to embryonic ethanol exposure between 2 and 8 hpf; a subset of those showing absolute changes ≥1.5-fold and P-values ≤0.001 are shown in Table 3 (the complete list is in supplementary material Table S1). 

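Among 16 genes picked by symbol as cadherins, protocadherins and catenins, pcdh18a, a protocadherin gene, fell and the other 15 did not pass the test. Adjusted over the list alone, 2 were lower and 1 was higher. The symbols also took in ctnnbl1 (-0.04, SE 0.10) and ctnnbip1 (0.01, SE 0.07), which are not catenins themselves. The E-cadherin gene cdh1 had a log2 fold change of 0.31, SE 0.11, adjusted p = 0.193, and was higher in 5 of 7 pairs (0.19, adjusted p = 0.448, without batch 5). Values for other members were -0.80, SE 0.35, for cdh11, -0.33, SE 0.12, for pcdh19, -0.09, SE 0.08, for the N-cadherin gene cdh2, and -0.04, SE 0.07, for the beta-catenin gene ctnnb1.
The 16 genes had a mean change of -0.15, from -0.35 to -0.02, below 0 in 6 of 7 pairs (exact sign-flip permutation test, p = 0.0312). Against all other genes the list did not pass the threshold (adjusted p = 0.12, camera), with a mean of -0.08 and an adjusted p of 0.335 without batch 4, although it did without batch 1 (0.0963) or batch 5 (0.0328), and with array weights (0.0886).
Of 38 other adhesion molecules, which include integrins, laminins, claudins and ephrins, 2 rose and 1 fell, and adjusted over the list alone 3 were higher and 3 lower. The cell surface gene thy1 rose (0.64, SE 0.11, adjusted p = 0.00353), as did the epithelial adhesion gene epcam (0.31, SE 0.09, adjusted p = 0.0825, but 0.228 without batch 4). The fibronectin gene fn1a fell (-0.51, SE 0.14, adjusted p = 0.0582, but 0.166 without batch 4), and another of its probe sets did not pass the test (-0.07, SE 0.24, adjusted p = 0.924). It is also among the yolk syncytial layer genes, of which 16 of 33 fell. On average the 38 genes changed by -0.02, from -0.25 to 0.19 (exact permutation p = 0.812), and the list did not pass the threshold (adjusted p = 0.808, camera). With a pair left out, the mean ran from -0.07 without batch 5 to 0.04 without batch 1.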

Numerous genes were categorized by biological function based on published studies (see Materials and Methods), including cell adhesion (Table 3). 

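Of the genes of Table 4, hand2, a regulator of heart and lateral mesoderm, had a signal of 364 ± 274 (SD, n = 7) in the control pools and 183 ± 195 (SD, n = 7) in the ethanol pools. This is a log2 fold change of -1.36, SE 0.34, adjusted p = 0.0369 (limma), lower in all 7 pairs, and -0.77 with 100 added to each signal before the log. The hox gene hoxc8a, which patterns the trunk, had a signal of 1766 ± 1276 (SD, n = 7) in the control pools and 965 ± 797 (SD, n = 7) in the ethanol pools, and fell in 7 of 7 pairs (-1.02, SE 0.17, adjusted p = 0.00272). On 2 further probe sets annotated to hoxc8a, which reached a signal of 200 in 1 and 4 of the 14 arrays and were not tested, the values without the filter were 0.49, SE 0.64, higher in 4 of 7 pairs, and -0.12, SE 0.56, higher in 5 of 7. The hatching enzyme gene he1b reached a signal of 200 in 3 of the 14 arrays and was not tested. Without the filter its log2 fold change was -1.96 (SE 0.65, adjusted p = 0.178), lower in 7 of 7 pairs. No probe set is annotated as hoxb1b, so no value is given for it.
The 3 genes tested, with pcdh18a as the other one, all fell, also when adjusted over the list alone, with a mean of -1.07 (camera adjusted p = 2.9e-05, but adjusted p = 0.111 with an estimated correlation). The study chose them on these samples, so their direction is not independent evidence. Without batch 2 or batch 6, hand2 missed the threshold (adjusted p = 0.103 and 0.104). Of the 3 genes of Table 4 (quantitative PCR), none passed it with no batch in the model, with batch as a random block or with no moderation, and 1 passed it without batch 6.
Over all 9 hox genes tested, hoxb3a and hoxc8a fell and none rose, and adjusted over the list alone 4 were lower. The mean change was -0.50, from -0.98 to 0.04 (exact sign-flip permutation p = 0.0938, lower in 5 of 7 pairs). The list passed the threshold with a preset correlation (camera adjusted p = 0.0101) and not with the alternative (adjusted p = 0.151 with an estimated correlation), nor with no batch in the model (0.113).

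**Figure D1:**
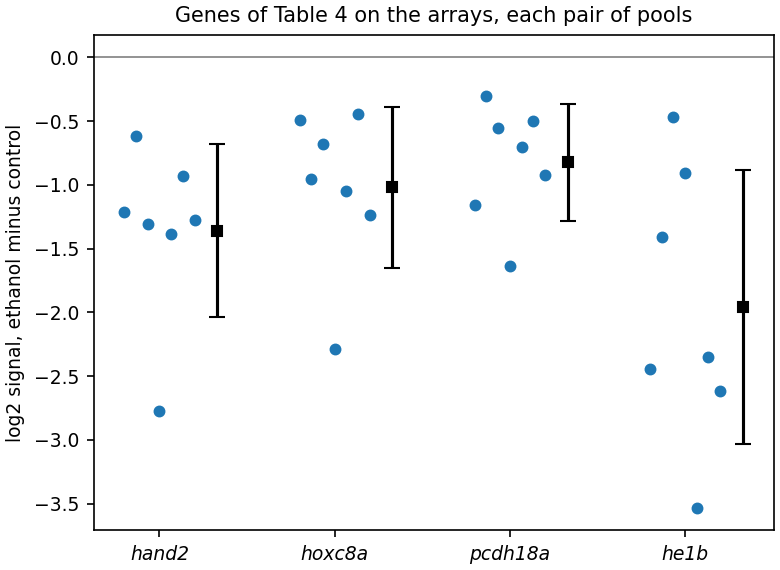
Differences in log2 signal between the ethanol pool and the control pool of each embryo batch (blue points, ordered by batch from left to right) for hand2, hoxc8a, pcdh18a and he1b. Black squares and bars give the mean and SD of the 7 differences. All 28 differences lie below 0, and the lowest for hand2, hoxc8a and pcdh18a are those of batch 4, at -2.77, -2.29 and -1.64. The he1b signals were below 200 in 11 of the 14 arrays.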

Several gene expression changes were validated using quantitative PCR, indicating that the microarray analysis was sensitive and accurate (Table 4). There are functional categories, such as retinoid metabolism genes, that were expected based on previous studies. However, the dataset indicates that the transcriptional response to ethanol exposure in the early embryo is multifactorial.

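Among 14 genes of retinoid metabolism and retinoic acid response that could be tested, rbp4l, a retinol binding protein gene, fell in all 7 pairs (log2 fold change -0.98, SE 0.19, adjusted p = 0.00713, limma). No gene of the list rose, and the count adjusted over the list alone was also 1 lower and none higher. The retinoic acid synthesis gene aldh1a2 had a value of -0.05, SE 0.08, the degradation gene cyp26a1 -0.09, SE 0.10, the binding protein gene crabp2a -1.15, SE 0.47 and the receptor gene rarga -0.52, SE 0.21, and none of these passed the test. The alcohol dehydrogenase genes of the list were likewise not past the threshold, at 0.28 for adh8b, -0.18 for adh8a and 0.01 for adh5.
The mean change over the 14 genes was -0.17, from -0.48 to 0.16 (exact sign-flip permutation test, p = 0.203), and -0.09 without batch 4. The list did not pass the threshold (camera adjusted p = 0.364, and 0.788 without batch 4). The gene that fell, rbp4l, is also listed for the yolk syncytial layer, where 16 of 33 genes fell and none rose past the threshold.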

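Ethanol raised some gene groups and lowered others. Of 26 chaperones and other genes of the endoplasmic reticulum and its unfolded protein response, 8 rose and none fell, and adjusted over the list alone 13 were higher and 1 was lower. The calreticulin gene calr3a (log2 fold change 0.82, SE 0.08, adjusted p = 1.29e-05), the chaperone genes hspa5 (0.53, SE 0.08) and hsp90b1 (0.59, SE 0.12), and manf (0.51, SE 0.15) were among those that rose. Of the 26, 21 had a value above 0 and 5 below it. The 5 were xbp1 (-0.20, SE 0.07), atf4b (-0.17, SE 0.12), dnajb11 (-0.13, SE 0.14), herpud1 (-0.10, SE 0.10) and eif2ak3 (-0.08, SE 0.16). Of 34 genes of the amino acid response and serine synthesis, 10 rose and none fell (15 higher and 1 lower adjusted over the list alone). Past the threshold or not, 23 of them had a value above 0 and 11 below it. Of the 10, 4 are genes of Table 3 (slc1a4, odc1, psat1 and slc7a3a), chosen by the study on these samples, so their direction is not independent evidence. They include igfbp1a (0.81, SE 0.14), the asparagine synthetase gene asns (0.81, SE 0.24), and 2 genes of serine synthesis, psat1 (0.80, SE 0.16) and phgdh (0.51, SE 0.12), the last named after its value was seen. The genes of the yolk syncytial layer and yolk had a mean change of -0.50, from -0.77 to -0.30, which was below 0 in all 7 pairs.
The mean change was 0.24, from 0.17 to 0.30, for the endoplasmic reticulum list and 0.27, from 0.20 to 0.34, for the amino acid list. When these lists were written, values of several of their members had been seen in Table S1, from the same arrays. Their tests are therefore not independent evidence. The yolk syncytial layer list was also written after the readable part of Table S1 had been read. Of its members past the threshold, 5 are genes of Table 3, chosen by the study on these samples. Its test is therefore not independent evidence either. All 3 lists reached the smallest p that 7 pairs allow (exact sign-flip permutation test, p = 0.0156). They also passed the threshold with an estimated correlation, at an adjusted p of 0.0144 for the chaperones, 0.0144 for the amino acid genes and 0.0695 for the yolk syncytial layer.
Of all 28 lists, 13 passed the threshold with a preset correlation, 5 of them higher and 8 lower. They include the lists of Table 3 and Table 4 genes, which the study chose on these samples. With arrays swapped within pairs, 6 of 64 arrangements, the real one included, gave 13 or more. The number itself therefore does not stand out. With an estimated correlation 6 lists passed. They were those for the endoplasmic reticulum, amino acids, germ cells, the Notch pathway, the yolk syncytial layer and genes that rise in later gastrulation. By fry, 12 lists had genes that moved, on balance, 1 way. In the same pools the ratio of the 3' to the 5' control probe set, a sign of RNA quality, was compared within pairs. For GAPDH it was higher with ethanol by 1.82 in log2, in 6 of 7 pairs (exact sign-flip permutation p = 0.0625). For acta1 it was higher by 1.57, in 5 of 7 pairs (exact sign-flip permutation p = 0.156). Signals below 200 made up 16 of 28 for GAPDH and 22 of 28 for acta1, so these ratios cannot settle RNA quality. The authors state an RNA integrity number of at least 9.0 for all samples. With a pair left out, asns (adjusted p = 0.226 without batch 8) and manf (0.218 without batch 5) missed the threshold.

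**Figure D2:**
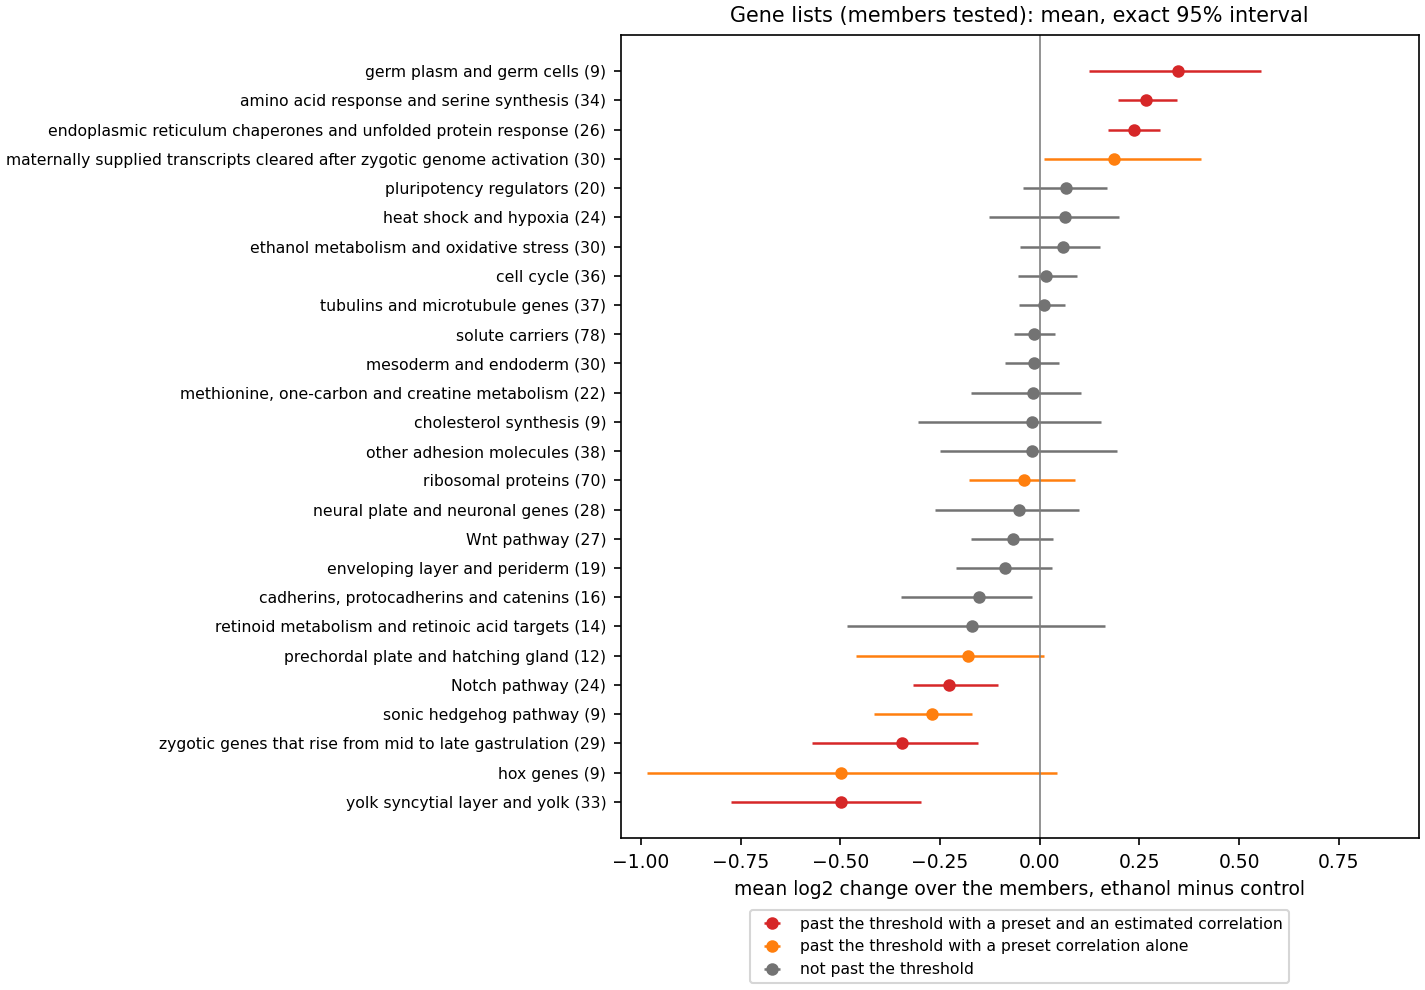
Mean log2 change between ethanol and control pools over the members of each gene list (points) with its exact 95% interval over 7 pairs (lines), and the number of members tested in parentheses. Colours mark lists past an adjusted p of 0.10 by camera with both a preset and an estimated correlation, with a preset correlation alone, or with neither. The lists of Table 3 and Table 4 genes are not drawn. The yolk syncytial layer list has the lowest mean, at -0.50, and the germ cell list the highest, at 0.35.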

**Table 3.**
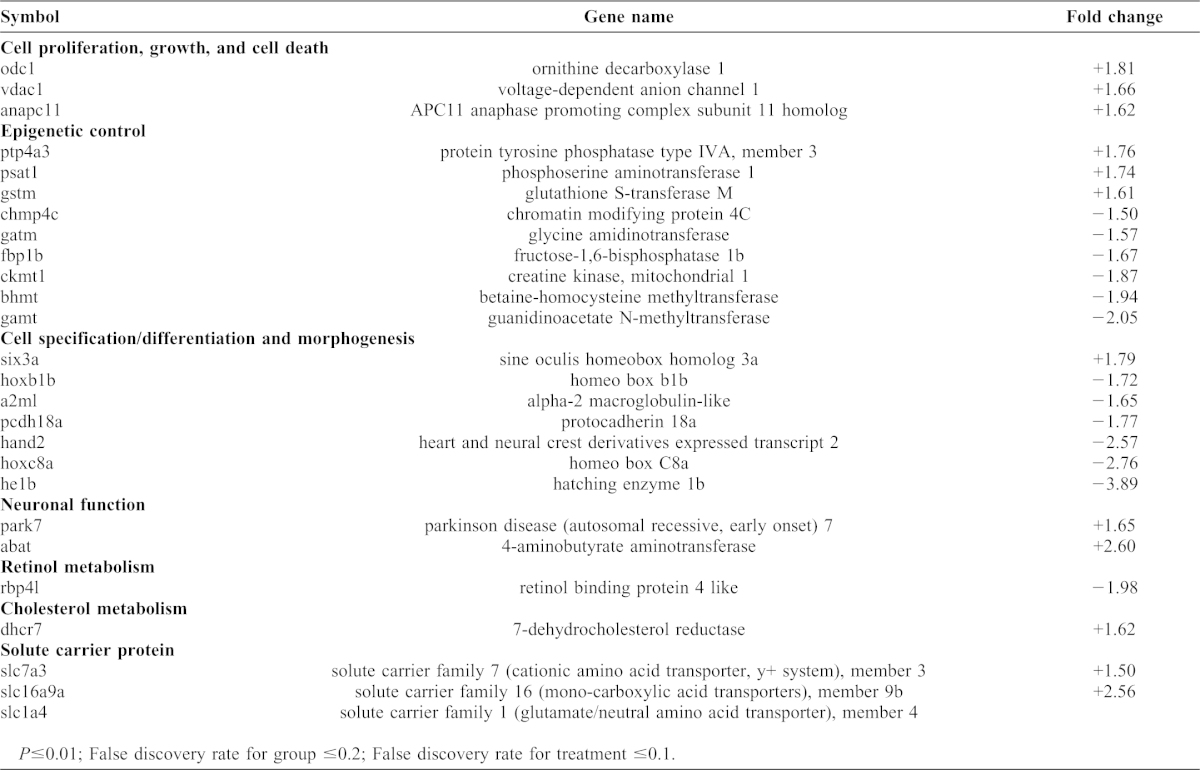
Ethanol responsive genes at 8 hpf. Expression level changes with fold change between ≤−1.50 or ≥1.5.

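Of 26 genes listed from Table 3, 23 could be tested by a probe set of 1 gene. With ethanol 12 were higher, 10 were lower and 1 did not pass the test (adjusted p up to 0.10, limma). Adjusted over the list alone, 13 were higher and 10 lower. The study chose these genes on these samples, so the counts are not independent evidence of their direction. Nor do they repeat the paper's own calls at this rate. Of 25 genes of Table 3 found in Table S1, 12 have a false discovery rate of up to 0.10 there. There 5 have a p of up to 0.001, and all 25 have one of up to 0.01. The mitochondrial channel gene vdac1 rose in all 7 pairs (log2 fold change 0.73, SE 0.09, adjusted p = 0.000156), as did ptp4a3a, a phosphatase gene (0.82, SE 0.16), gstm.1, a glutathione transferase gene (0.68, SE 0.12), slc7a3a, a transporter of cationic amino acids (0.58, SE 0.11), and dhcr7, which completes cholesterol synthesis (0.70, SE 0.18). The endosomal sorting gene chmp4c fell (-0.59, SE 0.14, adjusted p = 0.0344), as did the gluconeogenesis gene fbp1b (-0.29, SE 0.07, adjusted p = 0.0407). The gene park7, which protects cells against oxidants, was higher by 0.73, SE 0.24, adjusted p = 0.136, and did not pass the test. The probe set listed for a2ml is annotated to several alpha-2-macroglobulin genes, so it stands outside the list, and it fell (-0.78, SE 0.13, adjusted p = 0.00314).
The list's mean change was 0.16, from -0.00236 to 0.32 (exact sign-flip permutation p = 0.0625). Its call by camera (adjusted p = 0.0656) ended without batch 6 (0.129) and with the alternative (adjusted p = 0.521 with an estimated correlation). Of the genes of Table 3, 8 were past the threshold with no batch in the model, 6 without the mean-variance trend and 2 with no moderation of the variances. Leaving out 1 pair ended the calls of fbp1b (adjusted p = 0.144 without batch 4), chmp4c (0.117 without batch 4) and dhcr7 (0.132 without batch 6). The genes bhmt, gamt, gatm, rbp4l and fbp1b are also listed for the yolk syncytial layer and yolk, where 16 of 33 genes fell.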

**Table 4.**
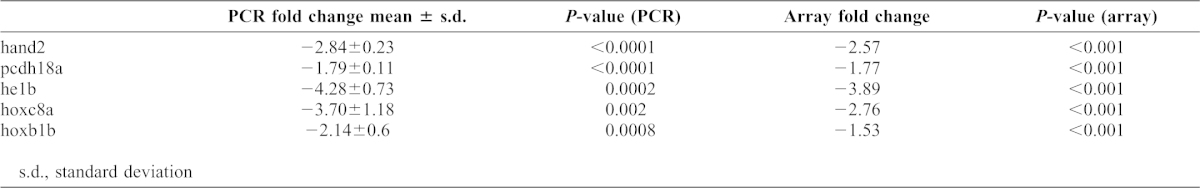
Quantitative PCR confirms decrease in expression of selected cell-specification/differentiation and morphogenesis genes at 8 hpf after ethanol treatment.

The gene encoding the adhesion molecules protocadherin-18a (*pcdh18a*) was identified, which showed reduced expression (1.77 fold by microarray analysis, and 1.79 fold by quantitative PCR analysis, Tables 3, 4). 

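The protocadherin gene pcdh18a had a signal of 397 ± 120 (SD, n = 7) in the control pools and 244 ± 128 (SD, n = 7) in the ethanol pools. Its log2 fold change was -0.82, SE 0.22, adjusted p = 0.0582 (limma). It was lower with ethanol in all 7 pairs (exact two-sided sign-flip permutation test, p = 0.0156, the smallest that 7 pairs allow), with differences in log2 signal from -1.64 in batch 4 to -0.30 in batch 2. Another probe set annotated to pcdh18a reached a signal of 200 in 0 arrays and was not tested. The gene is 1 of 29 listed as rising from mid to late gastrulation, of which 9 fell and none rose past the threshold.
A minimum signal of 400 left the gene out. The call ended without batch 4 (-0.69, adjusted p = 0.151), batch 6 (-0.88, adjusted p = 0.116) or batch 8 (-0.81, adjusted p = 0.14), with no filter (0.128), with batch left out of the model (0.496) or as a random block (0.12), without the mean-variance trend (0.112) and with no moderation (0.16). The paper also reports lower expression of pcdh18a by quantitative PCR and by in situ hybridization, which do not rest on the arrays. From the lower expression and from earlier work that tied pcdh18a to epiboly cell movements, the paper goes on to inject pcdh18a mRNA. From the rescue it concludes that changes in expression of this gene take part in the effects of ethanol.

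**Figure D3:**
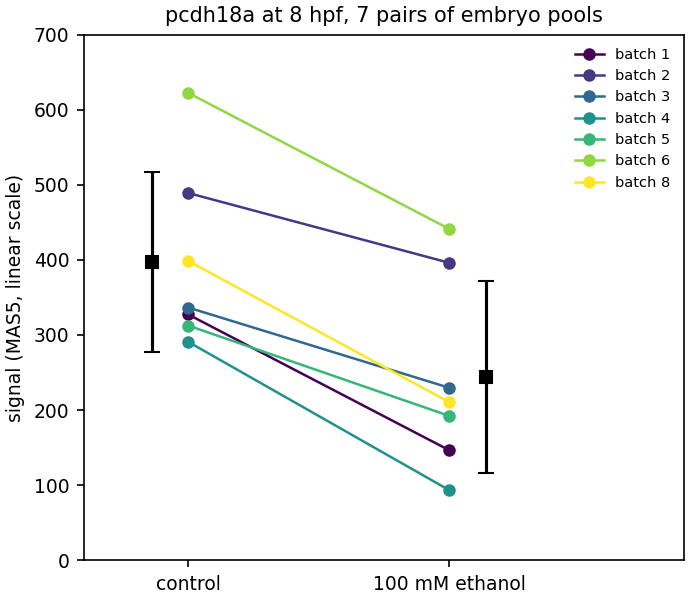
Signal of pcdh18a (MAS5, linear scale) in the control pool and the ethanol pool of each embryo batch, joined by a line. Black squares and bars give the mean and SD of the 7 pools of a treatment. Every line falls, from 623 to 441 in batch 6, which had the highest signals, and from 291 to 93.5 in batch 4, which had the lowest.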

Previous studies showed that *pcdh18a* controls epiboly cell movements (Aamar and Dawid, 2008). Whole mount *in situ* hybridization showed that *pcdh18a* expression was generally reduced at all expression locations in ethanol treated 8 hpf embryos (Fig. 5A,B).

**Fig. 5.**
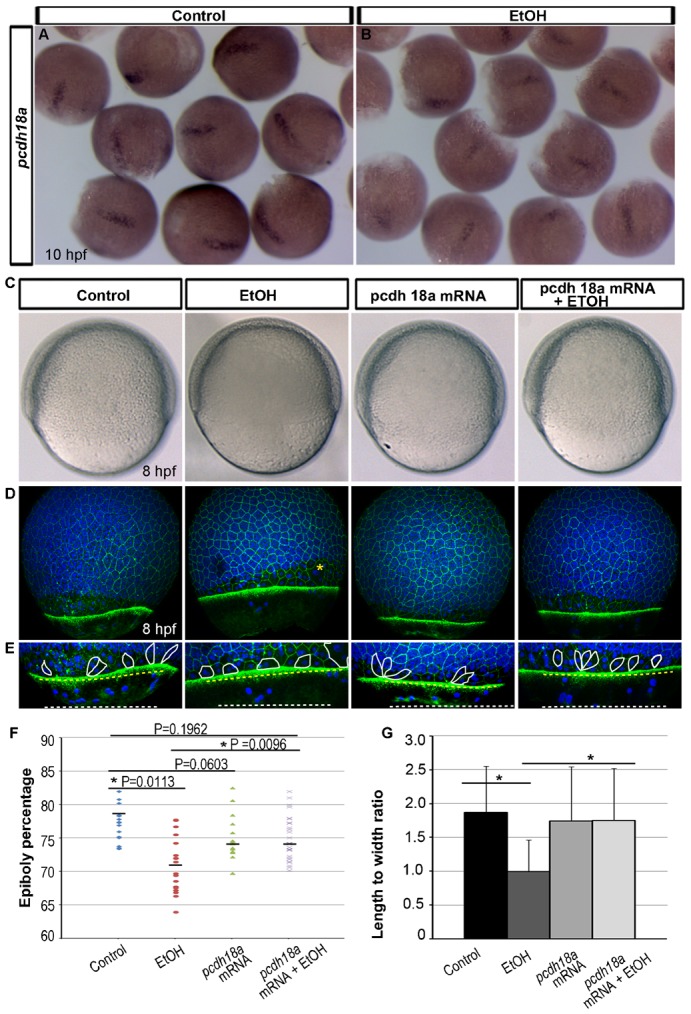
Ethanol induced epiboly defect was rescued by *pcdh18a* mRNA injection. (A,B) Whole mount *in situ* hybridization detecting *pcdh18a* mRNA showed reduced expression in the ethanol treated 10 hpf embryos as compared to control. (C) Bright field images focused at the EVL margin showed epiboly progression in the control, ethanol treated, *pcdh18a* mRNA injected, and *pcdh18a* mRNA injected plus ethanol treated embryos. (D) 3D renderings of confocal microscopy optical sections of phalloidin stained embryos co-labelled with TO-PRO-3 showed reduced epiboly in the ethanol treated embryos. Epiboly progression was similar in the control, *pcdh18a* mRNA injected, and *pcdh18a* mRNA injected plus ethanol treated embryos. Yellow asterisk indicates big multiucleated cells. (E) High magnification images of the embryos highlighting cell boundaries of a few EVL cells. Control, mRNA injected, and mRNA injected plus ethanol treated embryos showed elongated EVL cells; ethanol treated embryos showed rounder EVL cells that were not correctly aligned. Yellow perforated line: EVL margin; white line: yolk syncytial nuclei margin. Note: mRNA injected plus ethanol treated embryos showed more YSL nuclei beyond the EVL as compared to ethanol treated embryo. (F) Scatter plot representation shows reduced epiboly movement in ethanol treated embryos compared to control. These reduced epiboly movements were rescued by *pcdh18a* mRNA injection. (G) Histogram shows rescue by *pcdh18a* mRNA injection of the EVL cells length-to-width ratios at the embryo margins, which are reduced after ethanol treatment. Asterisks indicate statistical significance: *P<0.0001.

To test whether reduced *pcdh18a* expression caused by ethanol exposure produces epiboly delay in zebrafish embryos, synthetic *pcdh18a* mRNA was injected into 2-to-4 cell stage embryos, and these embryos were compared with uninjected embryos treated with ethanol or untreated. Epiboly progression was evaluated (Fig. 5C,F). Epiboly delay induced by ethanol was restored to near control levels by injection of synthetic *pcdh18a* mRNA (EtOH+mRNA) (Fig. 5C,F). Injecting the same concentration of *pcdh18a* mRNA in the absence of ethanol did not change epiboly progression (Fig. 5C,F). In addition, synthetic *pcdh18a* mRNA injection rescued enveloping layer cell shape changes in ethanol treated embryos, showing greater length-to-width ratios as compared with ethanol treatment alone (Fig. 5D,E,G). Yolk syncytial nuclei movements were partially rescued in the *pcdh18a* mRNA injected, ethanol treated embryos.

## Discussion

Birth defects are induced by various environmental factors. Despite *in utero* ethanol exposure being the most frequent preventable birth defect, mechanisms of ethanol toxicity remain poorly understood. Better understanding of the genesis of birth defect syndromes can help inform clinical therapeutic interventions. Zebrafish is emerging a useful model to examine environmental toxins and birth defect syndromes (Ali et al., 2011). Ethanol exposure produces a diverse spectrum of birth defects, which can be recapitulated using zebrafish, including craniofacial, neural and cardiac defects, which can have their origin during gastrulation stages (Dlugos and Rabin, 2010; Muralidharan et al., 2013; Sarmah and Marrs, 2013). Gastrulation stages are particularly critical for animal development. In vertebrates, gastrulation developmental events establish the body axes (Solnica-Krezel and Sepich, 2012). Ethanol was previously shown to disrupt gastrulation cell movements (Blader and Strähle, 1998; Yelin et al., 2005; Zhang et al., 2010). Our experiments establish that abnormal epiboly and gastrulation cell movements are associated with yolk cell microtubule cytoskeleton, radial intercalation cell movement, shield blastomere cell movement, blastomere cell adhesion and, specifically, *pcdh18a* expression defects. Partial, but significant rescue in *pcdh18a* mRNA injection experiments indicate that *pcdh18a* expression defect is part of the mechanism of ethanol teratogenesis, but there are likely to be many other defects that contribute to the overall ethanol exposure phenotype. In zebrafish, ethanol treatment disrupts the E-cadherin-microtubule network in the yolk cell, which appears also to contribute to teratogenesis.

### Adhesion defects in gastrulation

E-cadherin cell adhesion and other cell adhesion mechanisms control epiboly and radial intercalation cell movements in the deep cells or blastomeres (Aamar and Dawid, 2008; Hammerschmidt and Wedlich, 2008; Morita and Heisenberg, 2013; Solnica-Krezel, 2006; Ulrich et al., 2005). Gastrulation cell movements are also controlled by cell polarity mechanisms that respond to embryonic morphogen gradients, which often regulate differential cell adhesion in the early embryo (Roszko et al., 2009; Tada and Kai, 2012). Abnormal cell movements in the shield like those seen in ethanol treated embryos were also observed in embryos with cell adhesion defects, like E-cadherin loss-of-function embryos (Babb and Marrs, 2004; Kane et al., 2005). Our direct measurement in adhesion assays showed that ethanol affects cell adhesion activity. E-cadherin cell adhesion molecule expression and distribution in the cell surface versus cytoplasm was largely unaffected by ethanol exposure during early development. However, E-cadherin in the prechordal plate cells showed an abnormal distribution in larger cytoplasmic vesicles, and E-cadherin in the yolk cell was dramatically redistributed from the yolk cell surface associated with the embryo proper to large cytoplasmic vesicles. This redistribution coincides with microtubule redistribution in the yolk cell, and together, these effects could alter epiboly and gastrulation cell movements. Ethanol effects on *pcdh18a* gene expression may contribute to these cell adhesion and cell movement defects, perhaps playing an important role in ethanol induced zebrafish teratogenesis.

In zebrafish, E-cadherin adhesion during epiboly and gastrulation controls blastomere cohesion, and E-cadherin loss-of-function produces convergence/extension defects (Babb and Marrs, 2004; Kane et al., 2005). Mutations that cause epiboly defects were also identified in large scale screening, and *half-baked* mutations were found to be alleles of the E-cadherin gene, *cdh1* (Kane et al., 2005). Other gastrulation regulators, including Snail, Wnt11, heterotrimeric G-protein and Pou5f1 (Oct-4) signaling, regulate E-cadherin expression or intracellular trafficking (Ulrich et al., 2005; Esguerra et al., 2007; Lin et al., 2009; Speirs et al., 2010; Song et al., 2013).

Earlier studies showed that gastrulation stages are sensitive to ethanol exposure, producing persistent defects (Blader and Strähle, 1998; Zhang et al., 2010). Ethanol exposure during early development affects convergence/extension cell movements and prechordal plate migration. In zebrafish, these processes are coupled with epiboly movements. Our experiments confirm and support these previous findings (Blader and Strähle, 1998; Zhang et al., 2010), showing specific radial intercalation and shield cell migration defects. These cell migration defects were potentially caused by defects in cell adhesion mechanisms. Dissociated blastomere aggregation assays show that ethanol exposure reduced cell adhesion. Surprisingly, E-cadherin expression and distribution was largely unchanged. During early gastrulation, E-cadherin is needed to form the Kupffer's vesicle and establish left–right asymmetry in the embryo (Essner et al., 2005;  Kai et al., 2008; Matsui et al., 2011; Tay et al., 2013). Normal left–right asymmetry in ethanol exposed embryos (S.S. and J.A.M., unpublished observations; Sarmah and Marrs, 2013) supports our conclusion that there was not an overall E-cadherin deficiency.

### Ethanol induced gene expression changes: *pcdh18a*

To identify potential causative factors for the apparent adhesion defect in ethanol exposed embryos, gene microarray analysis was used to examine ethanol induced gene expression changes during gastrulation (8 hpf; mid-gastrulation). Hundreds of genes showed statistically significant expression changes, representing several functional categories including cell specification, differentiation, morphogenesis, proliferation, epigenetics, and retinol metabolism (Table 3). 

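Genes of methionine, one-carbon and creatine metabolism moved in both directions, with 3 of 22 higher and 4 lower (4 and 4 adjusted over the list alone). Of these 7, 5 are genes of Table 3, chosen by the study on these samples (odc1, bhmt, gatm, ckmt1 and gamt). The methyltransferase gene bhmt, which remakes methionine, fell in all 7 pairs (log2 fold change -0.89, SE 0.13, adjusted p = 0.000876, limma). The creatine genes gatm (-0.65, SE 0.11) and ckmt1 (-0.63, SE 0.12) fell as well. Those that rose were odc1, slc25a32a, a mitochondrial folate carrier (0.56, SE 0.14), and cbsb, which draws homocysteine into cysteine synthesis (0.35, SE 0.09, adjusted p = 0.0473), the last 2 named after their values were seen. The DNA methyltransferase genes dnmt1 (-0.08, SE 0.10), dnmt3ba (-0.12, SE 0.09) and dnmt3bb.2 (-0.12, SE 0.08) did not pass the test. The genes gamt, gatm and bhmt are also listed for the yolk syncytial layer, where 16 of 33 genes fell and none rose past the threshold. The list's mean change was -0.02, from -0.17 to 0.10, and its median 0.03 (exact sign-flip permutation p = 0.766, camera adjusted p = 0.935). Its mean ran from -0.04 without batch 6 to 0.02 without batch 5 with a pair left out.
Of 36 cell cycle genes, 3 rose and 2 fell, and adjusted over the list alone 6 were higher and 6 lower. The anaphase-promoting complex gene anapc11 rose in all 7 pairs (0.69, SE 0.11, adjusted p = 0.00168). The replication licensing gene cdc6 (0.29, SE 0.08) and the cyclin gene ccnb2 (0.29, SE 0.09) rose less, and the cytokinesis gene ect2 (-0.49, SE 0.15) and the spindle checkpoint gene ttk (-0.30, SE 0.08) fell. Of these, anapc11 kept its call with each pair left out, and the others lost it, at an adjusted p of 0.184 for cdc6 and 0.279 for ccnb2 without batch 4, and 0.261 for ect2 and 0.197 for ttk without batch 8. On average the 36 genes changed by 0.02, from -0.06 to 0.09 (exact permutation p = 0.609, camera adjusted p = 0.808; with a pair left out, from -0.00473 without batch 4 to 0.03 without batch 3), and their median was -0.00188.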

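Of 78 solute carrier genes tested, 4 rose and 3 fell with ethanol, and adjusted over the list alone 5 were higher and 4 lower. The amino acid transporters slc1a4 and slc7a3a and the monocarboxylate transporter slc16a9b are among those that rose, and the study chose these 3, genes of Table 3, on these samples. The gene slc27a2a, of fatty acid uptake, fell (log2 fold change -1.48, SE 0.42, adjusted p = 0.0755, limma). So did slc39a9, a zinc transporter (-0.46, SE 0.14, adjusted p = 0.0858), and slc35f6 (-0.39, SE 0.09, adjusted p = 0.024), which like slc25a32a, the remaining one that rose, were named after their values were seen. The call for slc27a2a ended with a pair left out (adjusted p = 0.186 without batch 5), and its value was -0.82 with 100 added to each signal before the log. Of the slc3a2 genes, which encode the heavy chain of amino acid transporters, slc3a2a had a value of -0.34, SE 0.11, adjusted p = 0.14, and was lower in 7 of 7 pairs (-0.22, adjusted p = 0.372, without batch 4, and -0.39, adjusted p = 0.087, without batch 1). The other, slc3a2b, had a value of -0.04, SE 0.09, adjusted p = 0.877, and neither passed the test. Both are also listed for the yolk syncytial layer.
Over the 78 genes the mean change was -0.01, from -0.06 to 0.04 (exact sign-flip permutation test, p = 0.484), and the list did not pass the threshold as a whole (camera adjusted p = 0.808). Leaving out a pair gave means from -0.03 without batch 2 to -0.00054 without batch 6.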

One category of genes that showed strong ethanol induced gene expression changes was solute transporter proteins (*slc* genes). It is interesting that *slc3a2* was shown to control yolk syncytial layer formation and microtubule distributions (Takesono et al., 2012). Analyzing the effects of solute transporter functional changes in response to ethanol exposure could be very instructive, particularly their effects on extraembryonic tissue development.

Previously, *shh* expression was shown to be reduced in ethanol treated zebrafish embryos (Loucks and Ahlgren, 2009), but our 8 hpf gene microarray did not detect differences in *shh* expression following ethanol treatment. 

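The hedgehog ligand genes shha and shhb were lower with ethanol in all 7 pairs. The signal of shha was 619 ± 118 (SD, n = 7) in the control pools and 419 ± 86.6 (SD, n = 7) in the ethanol pools, a log2 fold change of -0.57, SE 0.17, adjusted p = 0.0779 (limma). That of shhb was 404 ± 144 (SD, n = 7) in the control pools and 239 ± 132 (SD, n = 7) in the ethanol pools, a log2 fold change of -0.97, SE 0.26, adjusted p = 0.062, and -0.63 with 100 added to each signal before the log. The other 7 genes of the pathway that could be tested, among them the receptor component smo (-0.16, SE 0.12) and the transcription factor gene gli2a (-0.15, SE 0.13), did not pass the test. The count adjusted over the list alone was also 2 lower and none higher. Both ligand genes are among 29 listed as rising from mid to late gastrulation, of which 9 fell.
The mean change of the 9 genes was -0.27, from -0.41 to -0.17 (exact sign-flip permutation test, p = 0.0156). The list passed the threshold with a preset correlation (camera adjusted p = 0.018) and not with the alternative (adjusted p = 0.111 with an estimated correlation). The call for shha ended without batch 2 (-0.49, adjusted p = 0.187), 3 (-0.50, 0.193), 4 (-0.52, 0.191), 6 (-0.60, 0.125) or 8 (-0.56, 0.18), with a minimum signal of 100 (0.13), no filter (0.14), no batch in the model (0.312), no mean-variance trend (0.188) or no moderation (0.252). That for shhb ended without batch 4 (-0.71, adjusted p = 0.13), 5 (-0.96, 0.139), 6 (-1.02, 0.123) or 8 (-0.98, 0.132), with no filter (0.111), no batch in the model (0.576), batch as a random block (0.187), no mean-variance trend (0.174) or no moderation (0.257).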

A higher ethanol concentration (1–2.5%) was used in the previous study (Loucks and Ahlgren, 2009), as compared to 100 mM or 0.6% in our experiments.

Our study focused on cell adhesion functions. The cell adhesion molecule gene encoding Protocadherin-18a (*pcdh18a*) had reduced expression (Tables 3, 4). A previous study showed that Protocadherin-18a mediated adhesion regulates epiboly cell movements in the early embryo (Aamar and Dawid, 2008). The ability of synthetic *pcdh18a* mRNA injection experiments to partially rescue epiboly defects caused by ethanol illustrated that this gene plays a direct, mechanistic role in early development defects in the zebrafish FASD model. Protocadherin adhesion mechanisms are poorly understood. However, recent studies from Jontes and co-workers showed that protocadherin and cadherin proteins can physically interact, and the protocadherin/cadherin complex produces stronger adhesion than either adhesion molecule alone (Emond et al., 2011). Coordinated patterns of cell–cell adhesion control various cell movements during embryogenesis, including in the early gastrulation stage zebrafish embryo.

## Conclusions

Our analysis of ethanol effects on early development showed that yolk cell E-cadherin/microtubule cytoskeleton was disrupted; blastomere radial intercalation was reduced; and shield cell migration was disorganized. Defects in cell adhesion induced by ethanol partially explain these epiboly and gastrulation defects. Synthetic *pcdh18a* mRNA injection rescues ethanol induced epiboly defects, showing that *pcdh18a* expression changes participate in the pathogenesis in this zebrafish model of FASD. Ethanol effects on yolk cell microtubule cytoskeleton and E-cadherin distribution suggests that extraembryonic tissues in the early embryo also contribute to the FASD phenotype.

In addition to *pcdh18a*, numerous other genes were identified whose expression changed when embryos were exposed to ethanol during early development (Table 3). The data do not point to a single effect that can explain a majority of these gene changes. 

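Of 28 neural plate and neuronal genes tested, 3 rose and 3 fell, and adjusted over the list alone 6 were higher and 11 lower. Besides abat and six3a, the early neural gene sox19a rose (log2 fold change 0.54, SE 0.12, adjusted p = 0.0226, limma). The gene neurog1, which starts neuron formation, fell (-0.93, SE 0.25, adjusted p = 0.0589), as did meis3, of the hindbrain (-0.52, SE 0.12, adjusted p = 0.0314), and irx1b (-0.32, SE 0.09, adjusted p = 0.0897), these 2 named after their values were seen. The forebrain and midbrain gene otx2b had a value of -0.23, SE 0.10, and sox2 and sox3 had values of -0.01, SE 0.11, and -0.14, SE 0.09, none of them past the test. Both neurog1 and meis3 are among the 29 genes listed as rising from mid to late gastrulation, of which 9 fell.
Over the 28 genes the mean change was -0.05, from -0.26 to 0.10 (exact sign-flip permutation test, p = 0.625), and 0.01 without batch 4. The list did not pass the threshold (camera adjusted p = 0.313). The call for neurog1 ended with a pair left out (adjusted p = 0.158 without batch 5).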

Ethanol responsive genes fall into various pathways and functional categories, including retinoid metabolism, solute transport and neurogenic functions. Some genes identified in our gene microarray experiments (Table 3) were functionally characterized in previous studies (Aamar and Dawid, 2008; Inbal et al., 2007; Lagutin et al., 2003). The central importance of pluripotency regulators, Notch, Wnt and other pathways represented in the microarray experiments strongly indicate that the approach produced important data to test future hypotheses.

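Genes listed for the Notch pathway were lower with ethanol on average, with 6 of 24 falling and none rising (8 lower and none higher adjusted over the list alone). The list joins genes of different roles, so this gives transcript levels and not the activity of the pathway. The ligand gene dla fell (log2 fold change -0.46, SE 0.11, adjusted p = 0.0321, limma). So did the target genes her15.2 (-0.60, SE 0.13, adjusted p = 0.0185) and her2 (-0.80, SE 0.22, adjusted p = 0.0633), and neurog1 is on this list too. The 24 genes had a mean change of -0.23, from -0.32 to -0.10, below 0 in all 7 pairs (exact sign-flip permutation test, p = 0.0156). The list passed the threshold by camera both with a preset correlation (adjusted p = 1.55e-05) and otherwise (adjusted p = 0.0189 with an estimated correlation). Of the 24 genes, 6 are also listed as rising from mid to late gastrulation. With a pair left out, dla (adjusted p = 0.113 without batch 8) and her2 (0.146 without batch 6) missed the threshold.
Of 20 pluripotency regulators, 2 rose and 1 fell, and adjusted over the list alone 4 were higher and 2 lower. The maternal and zygotic regulator pou5f3 rose in all 7 pairs (0.35, SE 0.07, adjusted p = 0.00781), and so did sox19a, in 6 of 7. The RNA binding protein gene zfp36l1b fell (-0.51, SE 0.13, adjusted p = 0.0541, but 0.18 without batch 8). The value for nanog was 0.33, SE 0.16, adjusted p = 0.33, which did not pass the test. The mean change of the list was 0.07, from -0.04 to 0.17 (exact permutation p = 0.188), and it was not past the threshold (camera adjusted p = 0.12; mean 0.04, adjusted p = 0.3 without batch 5). It passed without batch 3 (0.0339) or batch 8 (0.0975), with a minimum signal of 400 (0.092) and with quantile normalization (0.0897).
Of 27 genes of the Wnt pathway, 2 fell and none rose, and adjusted over the list alone 3 were lower. The ligand gene wnt5b (-0.41, SE 0.12, adjusted p = 0.0808) and the Wnt antagonist gene frzb (-0.46, SE 0.14, adjusted p = 0.1) fell in all 7 pairs, but missed the threshold with a pair left out (adjusted p = 0.23 without batch 8 and 0.296 without batch 4). The beta-catenin target axin2 had a value of -0.11, SE 0.08, which did not pass the test. The list's mean change was -0.07, from -0.17 to 0.03 (exact permutation p = 0.188, camera adjusted p = 0.232). Without batch 4 it was -0.03 (adjusted p = 0.622), and without batch 5 the list passed the threshold (0.0786).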

## Materials and Methods

### Zebrafish husbandry and ethanol treatment

Zebrafish (*Danio rerio*; Hamilton; TL strain) were raised and housed under standard laboratory conditions (Westerfield, 2000) in accordance with Indiana University Policy on Animal Care and Use. Embryos were exposed to ethanol by incubation in embryo medium containing 100 mM (0.6% vol./vol.) ethanol from 2 hours post fertilization (hpf) until the completion of the experiment, in Petri dishes wrapped with parafilm and maintained at 28.5°C.

### Microscopy

Images of live embryos were collected using a Leica MZ12 microscope equipped with Leica DFC290 camera (Leica Microsystems Inc., Buffalo Grove, IL, USA). Confocal images were acquired using a Zeiss Observer Z1 LSM 700 confocal microscope (40× 1.1 NA W or 20× 0.8 NA objectives; Carl Zeiss Microscopy, Thornwood, NY, USA).

### Cell labeling and time-lapse imaging

Embryos (1–4 cell stages) were injected with FITC-conjugated histone-1 protein. Embryos were dechorionated and mounted in low melting agarose at 4.3 hpf or 6 hpf. Images at several focal planes were captured every 2 minutes for 1–3 hours using Zeiss Observer Z1 LSM 700 confocal microscope (40× 1.1 NA W); images were focused at the shield region in 6 hpf embryos. All time-lapse movies were processed using Volocity software (Perkin Elmer, Waltham, MA, USA). Radial intercalation cell movements were evaluated manually. Average instantaneous velocities and meandering indexes (relative displacement) were calculated using Volocity software.

### *In situ* hybridization

Whole-mount *in situ* hybridization of zebrafish embryos was performed as described (Sarmah et al., 2010). Digoxigenin-labeled riboprobes for *ntl* and *pcdh18a* (generously provided by Drs C. Nusslein-Volhard and I. Dawid, respectively) were synthesized using DIG RNA Labeling Kit (Roche, Indianapolis, IN, USA) according to manufacturer's recommendations. Images were collected using a Leica MZ12 microscope equipped with Leica DFC290 camera.

### Immunofluorescence, F-actin staining and image analysis

Whole-mount immunostaining was performed as previously described (Clendenon et al., 2012) using primary antibodies against E-cadherin (Cdh1) and α-tubulin, at a dilution of 1:500 in blocking solution. Texas red or Alexa 488-conjugated anti-rabbit and Alexa 488-conjugated anti-mouse secondary antibodies were used at a 1:100 dilution (Molecular probes/Invitrogen). Alexa 488-conjugated phalloidin (Molecular Probes/Life Technologies, Inc., Grand Island, NY, USA) was used at a 1:100 dilution. Nuclei were stained with TO-PRO-3 at a dilution of 1:1000.

Image analysis to measure cytoplasmic versus cell surface E-cadherin staining was performed as follows using Image J software. Embryos (8 hpf) were stained with E-cadherin antibody, phalloidin and TO-PRO-3 (Molecular Probes/Life Technologies, Inc.), and the prechordal plate region was imaged using confocal microscopy. Images containing the prechordal plate were identified in ethanol treated and control embryos. TO-PRO-3 images were used to make a mask that removed the nucleus area and staining from the E-cadherin. Actin staining was used to highlight the cell surface and cytoplasmic regions of the cells within the prechordal plate region. These highlighted regions were transferred to the corresponding E-cadherin image, and fluorescence intensity per unit area was calculated. Percentage of total staining at the cell surface versus cytoplasm were calculated in three independent experiments. Image J software was also used to measure length-to-width ratio of enveloping layer cells at the embryo margin.

### Cell adhesion assay

Embryos at 4.5 hpf were dechorionated and incubated in 0.05% trypsin–EDTA for 10 minutes. Cells were disassociated using a glass Pasteur pipette, passing the cell suspension through the pipette 15–25 times to produce a primarily single cell suspension. Rinsing with 10% fetal bovine serum (in L-15 medium) was used to stop the trypsin reaction. Cells were harvested by centrifugation (1,800 rpm) for 3 minutes at 22°C. Cells were resuspended in L-15 medium with or without ethanol, and plated on 10 µg/ml fibronectin-coated, chambered coverslip slides. Images were collected at the same locations over a 3-hour time course using Zeiss Observer Z1 (20× 0.8 NA objective) equipped with a robotic stage and an Orca-AG CCD camera (Hamamatsu Photonics, K. K., Bridgewater, NJ, USA). Cells and cell aggregates (objects) were counted, and a cell-to-object ratio was calculated at each time point.

### Immunoblotting

Immunoblotting was performed as previously described (Babb and Marrs, 2004). Cdh1 primary antibody was diluted 1:15,000, and anti-rabbit horseradish peroxidase (HRP)-conjugated secondary antibody (1:10,000 dilution; Amersham, Arlington Heights, IL, USA). Chemiluminescence (ECL kit, Amersham) according to manufacturer directions was used, and membranes were exposed to film (Kodak Bio-Max ML, Eastman Kodak, Rochester, NY, USA). Three independent experiments were compared.

### RNA isolation and quantitative PCR analysis

Total RNA was extracted from approximately 20 treated and untreated embryos at 8 hpf using TRIzol reagent (Sigma, St Louis, MO, USA). For quantitative PCR, 1 µg of total RNA was reverse transcribed to cDNA using M-MLV reverse transcriptase (Promega, Madison, WI, USA), and cDNA was diluted tenfold with RNase free water. Each 20 µl PCR reaction was performed with 1–4 µl of cDNA using Power SYBR Green PCR mix (Applied Biosystems/Life Technologies, Inc.) and 0.5 µM of each primer. Primer sets used are listed in supplementary material Table S2. Three independent experiments in triplicate were performed using *rsp15* as internal control with either the 7300 Real Time PCR System (Applied Biosystems) or the LightCycler 480 (Roche).

### Microarray analysis

Embryos were exposed to ethanol from 2 to 8 hpf or left untreated in seven independent experiments. Total RNA was extracted from approximately 20 treated and untreated embryos for each treatment in each experiment, using TRIzol reagent (Sigma). The RNA samples were examined for quality using the Agilent Bioanalyzer RNA Nanochip (Agilent Technologies, Santa Clara, CA, USA). The RIN (RNA integrity number) for all samples was ≥9.0. The samples were labeled using the standard protocol for the Affymetrix 3′IVT Express kit (Affymetrix, Santa Clara, CA, USA) starting with 100 ng of total RNA. Individual labeled samples were hybridized to the Zebrafish Genome Array (Affymetrix) for 17 hours then washed, stained and scanned following the standard protocol. All 14 arrays were labeled, hybridized and scanned in one batch. Arrays were visually scanned for abnormalities or defects; none were found.

Affymetrix gene expression console software was used to generate MAS5 (MicroArray Suite 5.0) signals and detection calls; arrays were scaled to a target of 1000. To avoid analyzing genes that were not expressed in any condition, only those probe sets that had a fraction present ≥0.40 in at least one of the two treatments were analyzed (McClintick and Edenberg, 2006). MAS5 signals were imported into Partek Genomics Suite (Partek, Inc., St Louis, MO, USA) and log_2_ transformed. These log_2_ transformed signals were used for Principal Components Analysis (PCA), hierarchical clustering and signal histograms to determine if there were any outlier arrays. No outliers were detected. The PCA plot and hierarchical clustering indicated that there was a batch effect associated with the batch of embryos (perhaps because each experiment was performed using embryos derived from a single breeding pair). 

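Pools of the same embryo batch resembled each other more than pools of different batches. After the mean of each treatment was removed, the deviations of the control pool and the ethanol pool of a batch correlated over the 9240 probe sets by 0.112 to 0.378, with a mean of 0.258, against a mean of -0.0427 for pools of different batches. These are correlations across probe sets, which are not independent replicates. The deviations within a treatment sum to 0, which by itself pushes the mean for different batches below 0 when pools of a batch agree. That negative mean is therefore no separate evidence. In batches 2, 3, 4, 5, 6 and 8 the correlation within the batch was above that with any pool of another batch, and in batch 1 it was 0.112 against 0.165. The first principal component held 22.4% of the variance, of which 89.4% lay between batches and 5.52% between treatments. The second held 10.3%, with 58.5% between batches and 33.9% between treatments, and the third 8.57%, with 94.3% between batches. No 2 arrays held identical values, and the correlation of log2 signals between arrays ranged from 0.871 to 0.955.
Pools of different batches also ranged in their level of genes that rise during gastrulation, a difference not tested for the list as a whole. For 29 such genes, among them hand2, hoxc8a and neurog1, the mean log2 signal of a control pool was between 9.36 in batch 4 and 10.27 in batch 2. It was lower in the ethanol pool than in the control pool of every batch, between 8.64 in batch 4 and 10.05 in batch 6.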

The log_2_ transformed signals were analyzed using a 2-way ANOVA with factors for treatment (alcohol vs control) and embryo batch (random effect). This analysis indicated that the embryo batch was indeed significant. 

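Embryo batch changed more probe sets than ethanol did. An F test over the 6 batch coefficients of the limma model called 2058 of the 9240 probe sets, or 22.3%, at an adjusted p of up to 0.10, and 222 of these also changed with ethanol. The count was 752 without the mean-variance trend and 573 with no moderation of the variances. Among named genes, hoxc8a (adjusted p = 9.07e-06), hoxb3a (adjusted p = 0.000735) and abat (adjusted p = 0.0154) differed between batches, and anapc11 (adjusted p = 0.42) did not pass that test.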

The False Discovery Rate (FDR) was calculated using the Storey qvalue method (Storey and Tibshirani, 2003). Microarray data were deposited in the NCBI GEO database, accession number GSE48380. Performing PubMed searches identified protein functions using the gene names with absolute changes ≥1.5-fold and P-values ≤0.001. Functional categories shared by 2 or more genes were listed in Table 3.

### mRNA injection

For *pcdh18a* mRNA rescuing experiments, mRNA was synthesized from a pCS2+ *pcdh18a* vector (Aamar and Dawid, 2008) using a SP6 mMessage mMachine kit (Ambion, Austin, TX, USA). Synthetic mRNA (75 pg/embryo) was injected into the embryos at 1-cell stage. Injected and uninjected embryos were treated with and without 100 mM ethanol from 2 to 8 hpf. These embryos were fixed, dechorionated and imaged focusing on enveloping cell layer at the embryo margin. Percent epiboly progression was calculated using Image J software.

### Statistical analysis

In addition to microarray statistical analyses, analyses on cell migration, cell adhesion, cell shape, protein distribution, qPCR and epiboly were performed using unpaired two-tailed Student's *t*-test (GraphPad Software, La Jolla, CA, USA).

## Supplementary Material

Supplementary Material

# Supplementary material for: Ethanol exposure disrupts extraembryonic microtubule cytoskeleton and embryonic blastomere cell adhesion, producing epiboly and gastrulation defects
**Source:** Biol Open. 2013 Aug 14;2(10):1013–21. doi: 10.1242/bio.20135546
**Supplement:** Supplementary Material

Ethanol exposure disrupts extraembryonic microtubule cytoskeleton and embryonic blastomere cell adhesion, producing epiboly and gastrulation defects — Supplementary Material 

# Ethanol exposure disrupts extraembryonic microtubule cytoskeleton and embryonic blastomere cell adhesion, producing epiboly and gastrulation defects

## bio.20135546 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material - Swapnalee Sarmah et al. doi: 10.1242/bio.20135546
- Movie 1 - **Time lapse movie of control zebrafish embryo from 4.5–5.5 hpf.** Time lapse sequence of embryo is shown with combined DIC and fluorescence images to show injected FITC-labeled histone-1 to identify nuclei. The image sequences are shown 3 times: the first part shows sequences with no markings and no description; In the second part, representative cells in the upper and lower levels are marked to show an interior layer cell (highlighted with dotted line) as it enters the exterior layer (highlighted with solid line); In the third part, brief descriptive points are added to better highlight specific cell movements during intercalation events. LP, lamellipodia; RI, radial intercalation.
- Movie 2 - **Time lapse movie of ethanol treated (from 2–5.5 hpf) zebrafish embryo from 4.5–5.5 hpf.** Time lapse image sequence is shown with combined DIC and fluorescence images to show injected FITC-labeled histone-1 to identify nuclei. The image sequences are shown 3 times: The first part shows sequences with no markings and no description; In the second part, representative cells in the upper and lower levels are marked to show an interior layer cell (highlighted with dotted line) as it enters the exterior layer (highlighted with solid line); In the third, brief descriptive points are added to better highlight specific cell movements during intercalation events. LP, lamellipodia; RI, radial intercalation.
- Table S1 - **Complete list of genes identified at 8 hpf using Affymetrix GeneChip microarray analysis after ethanol exposure (2–8 hpf).**

# Supplementary material for: Ethanol exposure disrupts extraembryonic microtubule cytoskeleton and embryonic blastomere cell adhesion, producing epiboly and gastrulation defects
**Source:** Biol Open. 2013 Aug 14;2(10):1013–21. doi: 10.1242/bio.20135546
**Supplement:** Supplementary Material

Supplementary Material
Swapnalee Sarmah et al. doi: 10.1242/bio.20135546

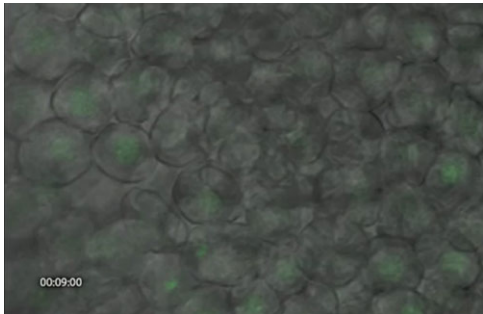

Movie 1. Time lapse movie of control zebrafish embryo from 4.5–5.5 hpf. Time lapse sequence of embryo is shown with combined DIC and fluorescence images to show injected FITC-labeled histone-1 to identify nuclei. The image sequences are shown 3 times: the first part shows sequences with no markings and no description; In the second part, representative cells in the upper and lower levels are marked to show an interior layer cell (highlighted with dotted line) as it enters the exterior layer (highlighted with solid line); In the third part, brief descriptive points are added to better highlight specific cell movements during intercalation events. LP, lamellipodia; RI, radial intercalation.

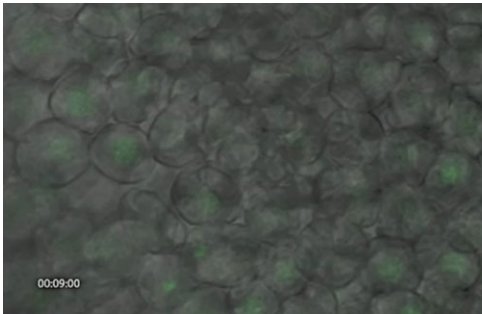

Movie 2. Time lapse movie of ethanol treated (from 2–5.5 hpf) zebrafish embryo from 4.5–5.5 hpf. Time lapse image sequence is shown with combined DIC and fluorescence images to show injected FITC-labeled histone-1 to identify nuclei. The image sequences are shown 3 times: The first part shows sequences with no markings and no description; In the second part, representative cells in the upper and lower levels are marked to show an interior layer cell (highlighted with dotted line) as it enters the exterior layer (highlighted with solid line); In the third, brief descriptive points are added to better highlight specific cell movements during intercalation events. LP, lamellipodia; RI, radial intercalation.

Table S2. List of primers used for qPCR.

hand2-F:	GAGTTTAGTTGGAGGGTTCCCCACC
hand2-R:	GTAGTGCGAATGGTCGAGCCCG
pcdh18b-F:	CCCCACTGCTAAGTAACCACACAG
pcdh18b-R:	GCTTCTGGATAGTCCCGTAGGC
he1b-F:	TCTTTCACGCCCAAACCTGCATTC
he1b-R:	TGGATTGCTCATGGTAGAAGCCCA
hoxc8a-F:	CAAAGGCGGCGAAACATTAGAGC
hoxc8a-R:	AGCGTCTCCGTGACATGCCAA
hoxb1b-F:	GCCAGCAGAACATAATACGCACCA
hoxb1b-R:	GCAAAGGGTTACTCTTTTAATCACCG
rsp15-F:	CAGAGGTGTGGACCTGGACCAGC
rsp15-R:	CGGGCAGGATGACCATGTCTCTC

How the deposited data were processed for this re-analysis (not part of the article)

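RNA of 14 pools of about 20 whole zebrafish embryos each was measured at 8 hpf on the Affymetrix Zebrafish Genome Array, 7 pools from untreated embryos and 7 from embryos kept in 100 mM ethanol from 2 hpf. The authors made the intensity values by the MAS5 algorithm with global scaling to a target of 1000 and deposited them as signals on a linear scale, 1 per probe set and array. In the deposited table the mean signal without the highest and lowest 2% of probe sets is near that target on every array. The table holds 15617 probe sets, of which 115 are controls and were left out. It holds no detection calls, so the authors' filter on presence could not be repeated, and the scanned images were not available for another summary of the probes.
Probe sets were named from the array annotation, with symbols brought up to date through gene identifiers. Of all probe sets, 10803 carry 1 symbol, 134 carry several and 4680 none, for 8793 genes. The reference held names and no coordinates, so probe sequences were not mapped again.
A probe set was tested when its signal was at least 200 in at least 3 of the 7 arrays of a treatment, which left out 6262 and kept 9240. Signals were taken to log2 and fitted with limma 3.58.1 in R 4.3.3, with treatment and embryo batch as fixed effects and eBayes with a mean-variance trend (6 residual and 12.7 prior degrees of freedom). The p-values were adjusted by Benjamini-Hochberg, and a change was called at an adjusted p of up to 0.10. Batch was tested by a moderated F test over its 6 coefficients.
The pairing of pools comes from the replicate numbers in the sample titles, and the paper describes 7 independent experiments. It was checked by correlating the deviations of arrays from the mean of their treatment.
The 28 gene lists were written before the data were examined, when the readable part of Table S1 (the probe sets with the smallest p) had been seen. Each gene was represented by its tested probe set with the highest mean signal. A list was compared with all other genes by cameraPR with a preset correlation of 0.01, adjusted over the 28 lists, with camera with an estimated correlation, fry, and every tested probe set counted as alternatives. A mean change of a list was tested over the 7 pairs by a two-sided exact sign-flip permutation test with all 128 sign patterns, and its 95% interval holds the shifts which that test does not reject.
Genes were named in the text by a rule fixed before the data were examined: every gene the paper names that a probe set of 1 gene measures, the 12 probe sets with the largest rise and the 12 with the largest fall among those past the threshold with 1 symbol and the same direction in all 7 pairs, and up to 4 members past the threshold of each list with the largest changes. Other genes named are members of a list given for their value, and those past the threshold are marked as named after their values were seen.
Alternatives set before the data were examined were other signal minimums (100, 400, none, and as many probe sets as Table S1 has), quantile normalization and median centring, an offset of 100 before the log, no batch or batch as a random block (statmod 1.5.0), eBayes without a trend, no moderation, array weights, Storey's q-value, other thresholds, and each pair left out in turn. Chosen after seeing the data was 1 alternative, the study's filter size, variance model and adjustment combined. Signals of genes named in the text were searched for arrays far from the others by Dixon's criterion (critical value 0.568 for 7 arrays).
The pipeline was tested on simulated data with 9240 probe sets. Of 100 with a log2 change of 0.5 it recovered 44%, and of 100 with a change of 1 it recovered 76%. Of 147 calls 13.6% were false. With 7 pairs, small changes are therefore often missed. A list shifted by 0.3 was called with none of the others. The simulated noise was independent between probe sets, so this cannot show how often correlated genes make a list pass. The ratio of the 3' to the 5' control probe set, a measure of RNA integrity, was not used to leave out an array. In a test added after the values were seen, it was higher with ethanol by 1.82 in log2 on average, in 6 of 7 pairs, for GAPDH (exact sign-flip permutation test, p = 0.0625) and by 1.57, in 5 of 7, for acta1 (p = 0.156), and 16 and 22 of the 28 signals were below 200. The authors state an RNA integrity number of at least 9.0 for all samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.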

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

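The correlations across control pools and across all other probe sets, given below, were tests chosen only after the list results were seen.
A single pool lay far from the other 6 of its treatment for some genes. In the ethanol pool of batch 4 the signal was higher than in the others for cxcr4b (3977 against 434 to 1888), dynll2b (10803 against 1173 to 3024), gdf3 (3668 against 494 to 1362), oclna (15129 against 5063 to 8835), a prdx1 probe set (1195 against 312 to 623), six3a (813 against 287 to 510) and sox19a (23623 against 11315 to 14185). It was lower for vdac1 (6050 against 9814 to 11741). The control pool of batch 4 was also high for dynll2b (7758 against 789 to 2684). Other pools with a high signal were the control pool of batch 2 for apoba (1322 against 274 to 659) and neurog1 (1139 against 262 to 444), that of batch 1 for hsp90b1 (3238 against 1182 to 1585), that of batch 5 for igfbp1a (1032 against 327 to 481), and the ethanol pool of batch 5 for dnd1 (855 against 438 to 581). These are 14 of 174 groups, where chance gives about 1 in 20, or 8.7, and 8 of the 14 are in the ethanol pool of batch 4.
The paper's text, which names slc3a2 for its part in the yolk syncytial layer, gives no test of 6 gene lists that passed with a preset correlation: endoplasmic reticulum chaperones (mean log2 change 0.24), amino acid response and serine synthesis (0.27), genes that rise from mid to late gastrulation (-0.35), maternally supplied transcripts (0.19; adjusted p = 0.328 with an estimated correlation), germ cell genes (0.35) and yolk syncytial layer genes (-0.50).
Among 100 of the 1716 ways to split the 14 arrays into 7 and 7, only the real split, 1 of 100, gave 403 or more changed probe sets, and the highest other gave 223. Embryo batch stayed in the model, so only batches with 1 array on each side inform the ethanol term. The real split parts all 7 batches, and the split with 223 parts 5. Most other splits also part fewer than 7, so their low counts are not a fair comparison. Swaps within pairs keep all 7 batches parted. Of 64 such arrangements, 1 gave 403 or more changed probe sets, and the highest other gave 41. For the number of gene lists past the threshold with a preset correlation, 6 of 64 arrangements gave 13 or more, with up to 14. The number of lists therefore does not stand above the other arrangements, and single lists rest on their tests over pairs and on the estimated correlation.
Endoplasmic reticulum chaperones were higher. Another scaling between arrays left the mean change at 0.234, and leaving out the batch that moved it most left 0.223, so neither accounts for it. A general stress response stays open: the upper bound for heat shock and hypoxia genes was 0.197, which does not exclude a rise of 0.118, the bound set before the result was seen.
Genes that rise in mid to late gastrulation were lower. Scaling (-0.334) and 1 batch (-0.284) do not account for this. Slower development has the values it needs in maternal transcripts, whose mean was 0.186 higher (from 0.01 to 0.40), and 0.12 without batch 4 (adjusted p = 0.0264), with an adjusted p of 0.328 with an estimated correlation. The paper reports that epiboly progressed more slowly under the same treatment. A stage score, the late list mean minus the maternal list mean, changed by -0.53 (from -0.90 to -0.20, exact sign-flip permutation p = 0.0156). It is made from the same lists, so it is not independent evidence. Across the other 9174 probe sets, however, the slope on this score and the ethanol change correlated by -0.21 (exact permutation p = 0.156 over 64 arrangements). This leaves slower development open.
Yolk syncytial layer genes were lower, and 5 of the 16 past the threshold are genes of Table 3, chosen by the study on these samples. Scaling (-0.49) and 1 batch (-0.404) do not account for this. Less RNA of this layer in the ethanol pools stays open, with 0 of 16 members past the threshold higher, although members differed. Those past it with each pair left out include gatm (-0.65, SE 0.11) and apobb.1 (-1.23, SE 0.20), and apoeb (-0.02, SE 0.07), slc3a2b (-0.04, SE 0.09), hnf4a (-0.05, SE 0.11) and aqp3a (0.40, SE 0.15), not past it, go against an equal loss in all members. Slower development also stays open: across the 7 control pools the list followed the late list (r = 0.900, exact permutation p = 0.00675; rho = 0.857, exact p = 0.0238; adjusted over 2 relations, 0.00675 and 0.0238), and r was 0.587 without pools 2 and 6. Both stay open as hypotheses, and the data do not separate them.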

How the results depend on the processing

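The study's settings together were chosen only after the data were seen. Over 84 named genes and all settings, 1177 of 1676 comparisons kept direction and side of the threshold, 497 missed it, 2 newly passed and 0 reversed. The cause was not tested for any change below. Signals near the floor limit hand2, he1b, pcdh18a and wu:fc34e06.
The count of 403 became 28 with no batch, 177 with a random block, 43 without a trend, 45 with no moderation, 138 with the study's settings, 215 at an adjusted p of 0.05, 95 at p up to 0.001 and 1.5-fold, 106 by the note of Table 3, and 209 to 467 with a pair left out. The batch count of 2058 became 752 without a trend, 573 with no moderation and 624 with the study's settings. Of 22 Table 3 genes, 8 were left with no batch, 6 without a trend, 2 with no moderation and 8 with the study's settings. Of 3 Table 4 genes, 1 was left at a minimum signal of 400, 0 with no batch, 0 with a random block, 1 without a trend, 0 with no moderation, 1 with the study's settings, and 1 to 3 with a pair left out.
The log2 change of pcdh18a stayed -0.82 but missed the threshold with no filter, no batch, a random block, no trend, no moderation and the study's settings (adjusted p = 0.105), and was -0.91 to -0.69 with a pair left out. A minimum signal of 400 gave no value. That of shha stayed -0.57 but missed it at a minimum of 100, with no filter, no batch, no trend, no moderation and the study's settings (adjusted p = 0.168), and was -0.67 to -0.49 with a pair left out.
Of 13 gene lists, 6 passed with an estimated correlation. It gave an adjusted p of 0.521 for Table 3 genes, 0.111 for Table 4 genes and the sonic hedgehog pathway, 0.151 for hox genes, 0.221 for the prechordal plate, 0.328 for maternal transcripts and 0.789 for ribosomal proteins (0.639 by fry). Table 3 genes had 0.165 without a trend, 0.232 with no moderation, 0.241 with the study's settings and 0.197 with every probe set. The prechordal plate had 0.158 at a minimum of 400, 0.106 with median centring, 0.130 without a trend, 0.122 with no moderation, 0.134 with array weights, 0.19 with the study's settings and 0.135 with as many probe sets as Table S1. Ribosomal proteins had 0.328 with quantile normalization and 0.184 with array weights, and hox genes 0.113 with no batch. Newly past were pluripotency regulators at a minimum of 400 (0.092) and with quantile normalization (0.0897), and cadherins with array weights (0.0886). With a pair left out, the adjusted p was 0.0434 to 0.129 for Table 3 genes, 0.0328 to 0.335 for cadherins, 0.0339 to 0.335 for pluripotency regulators, 0.0786 to 0.622 for the Wnt pathway, 0.0416 to 0.219 for the prechordal plate and 3.63e-06 to 0.627 for ribosomal proteins.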

Differences from the paper's values

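The study's settings together were a test chosen only after the values were seen.
For fbp1b the paper gives a fold change of about -1.7 in Table 3, read by eye, and here it was -1.22. No alternative set before the data were examined came within the SD of the pair differences (0.184 in log2) of the paper's. For ckmt1 the paper gives about -1.9 in Table 3, read by eye, and here it was -1.54. Without replicate 6 (log2 change -0.64) and without replicate 8 (-0.72) it differed from the paper's by no more than this SD (0.287 for ckmt1), and under the other alternatives by more. For both genes the paper's Table S1 holds the value found here.
The paper's Table S1 has 196 probe sets at a false discovery rate of up to 0.10 for treatment, and here 403 passed at an adjusted p of up to 0.10. The count came within 1.5 times the paper's with batch as a random block (177), and without replicate 3 (281), 4 (238), 5 (222), 6 (238) or 8 (209), and with an adjusted p of up to 0.05 (215), a stricter threshold than the paper's. It did not under the other alternatives, among them the Storey q-value, the paper's own method (467). It was 138, also within 1.5 times, with the study's settings together, chosen after seeing the values, which left 8 of the 22 Table 3 genes past the threshold. At p up to 0.001 and 1.5-fold, the paper's Table S1 has 25 probe sets and here there were 95. That count came within 1.5 times with no batch in the model and with no moderation, and with the study's settings, chosen after seeing the values, and not under the other alternatives.
The paper reports that its array detected no difference in shh expression. Here shha (-0.57, SE 0.17, adjusted p = 0.0779) and shhb (-0.97, SE 0.26, adjusted p = 0.062) were lower in all 7 pairs. The call for shha ended at a minimum signal of 100, with no filter, no batch, no trend, no moderation and the study's settings, and without replicate 2, 3, 4, 6 or 8. That for shhb ended with no filter, no batch, batch as a random block, no trend, no moderation and the study's settings, and without replicate 4, 5, 6 or 8. In the paper's Table S1 shha has a p of 0.0137 and shhb of 0.0149, and their false discovery rates are 0.156 and 0.158. The threshold used here is looser than the rule in the paper's text, 1.5-fold with p up to 0.001. By that rule neither gene would be called here. The unadjusted p was 0.00268 for shha, at a fold change of -1.49, and 0.00172 for shhb (limma).
The paper lists park7 as changed, and here it was 0.73 higher (SE 0.24, adjusted p = 0.136) and not past the threshold. In the paper's Table S1, 12 of 25 genes of Table 3 have a false discovery rate of up to 0.10, so not every listed gene passes there either. The paper also lists he1b, whose signals were too low to be tested here, and hoxb1b, for which no probe set carries the name. The value that Table 3 gives for slc16a9a corresponds to the probe set annotated here as slc16a9b.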

Other observations

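The correlation of maternal and late genes across control pools, given below, was a test chosen only after the list results were seen.
Genes listed for germ plasm and germ cells were higher with ethanol on average, with 3 of 9 rising and none falling (4 and none adjusted over the list alone). The germ plasm gene dnd1 (0.93, SE 0.28), the chemokine receptor gene cxcr4b (0.58, SE 0.15) and the RNA binding protein gene celf1 (0.40, SE 0.11) rose. The other 6 did not pass the test. They were h1m (0.35, SE 0.13), tdrd6a (0.33, SE 0.21), piwil2 (0.27, SE 0.35), ddx4 (0.24, SE 0.16), nanos3 (0.10, SE 0.13) and tdrd7a (-0.11, SE 0.17). The mean change was 0.35, from 0.12 to 0.55 (exact sign-flip permutation p = 0.0312, camera adjusted p = 0.00197, and adjusted p = 0.0854 with an estimated correlation). With a pair left out, dnd1 (0.218 without batch 2), cxcr4b (0.184 without batch 4) and celf1 (0.179 without batch 5) missed the threshold. Another probe set of dnd1 (0.01, SE 0.19) and another of celf1 (0.000641, SE 0.41) did not pass the test.
Of 30 maternally supplied transcripts, 4 rose and none fell (8 and none adjusted over the list alone). They were gdf3, a Nodal partner (0.58, SE 0.17), npm2b, of egg chromatin (0.33, SE 0.09), ccnb2, and hmgb3b (0.27, SE 0.08). The mean change was 0.19, from 0.01 to 0.40 (exact permutation p = 0.0469, camera adjusted p = 0.000605, but adjusted p = 0.328 with an estimated correlation), and 0.12 without batch 4 (adjusted p = 0.0264). All 4 missed the threshold with a pair left out, at 0.239 for gdf3 (log2 change 0.38) and 0.195 for npm2b without batch 4, and 0.243 for hmgb3b without batch 8.
Of 29 genes that rise from mid to late gastrulation, 9 fell and none rose (11 lower and 1 higher adjusted over the list alone; hand2, hoxc8a and pcdh18a were chosen by the study on these samples), with a mean change of -0.35, from -0.57 to -0.15 (exact permutation p = 0.0156, camera adjusted p = 1.55e-05, and adjusted p = 0.0695 with an estimated correlation). Across the 7 control pools, maternal and late genes moved in opposite directions (r = -0.917, exact permutation p = 0.00337; rho = -0.929, exact p = 0.00675; adjusted over 2 relations, 0.00675 and 0.0135), and r was -0.852 without pools 2 and 6.
Among 19 genes of the enveloping layer, the outer epithelium, 2 rose and 2 fell (7 higher and 5 lower adjusted over the list alone). The tight junction gene oclna (0.49, SE 0.10) and epcam rose, and the annexin genes anxa1b (-0.72, SE 0.16) and anxa1a (-0.25, SE 0.08) fell. The list's mean was -0.09, from -0.21 to 0.03, and the median 0.01 (exact permutation p = 0.125), and camera, whose direction was up, did not pass the threshold (adjusted p = 0.808). Without batch 4, anxa1a missed it (0.276), and without batch 1 the mean was -0.05.
Of 12 prechordal plate and hatching gland genes, frzb fell and none rose (2 lower adjusted over the list alone). On average they changed by -0.18, from -0.46 to 0.01 (exact permutation p = 0.188). The camera call (adjusted p = 0.0987) ended without batch 1 (0.174), 2 (0.133) or 3 (0.219, with a mean of -0.10), and was not past the threshold otherwise (adjusted p = 0.221 with an estimated correlation).
Among 30 mesoderm and endoderm genes, tdgf1, a Nodal co-receptor, rose (0.38, SE 0.09, with an adjusted p of 0.129 without batch 8) and hand2 fell (3 higher and 1 lower adjusted over the list alone), and tbxta, of the notochord, did not pass the test (0.02, SE 0.11, adjusted p = 0.959). Their average change was -0.02, from -0.09 to 0.05 (exact permutation p = 0.641, camera adjusted p = 0.935), and from -0.04 without batch 6 to 0.01 without batch 3 with a pair left out.
Of 37 genes in the list of tubulins and microtubule genes, which also holds the steroid synthesis genes cyp11a1.1 and hsd3b2, the dynein light chain gene dynll2b (0.45, SE 0.11) and the tubulin gene tubb4b (0.27, SE 0.07) rose, and cyp11a1.1, of pregnenolone synthesis (-0.48, SE 0.12), and tuba8l2 (-0.43, SE 0.12) fell, with the same counts adjusted over the list alone. Over the list the mean was 0.01, from -0.05 to 0.06, and the median -0.02 (exact permutation p = 0.703, camera, direction down, adjusted p = 0.582), and the mean ran from -0.01 without batch 2 to 0.04 without batch 4 with a pair left out. Without batch 5, dynll2b (0.132), cyp11a1.1 (0.143) and tuba8l2 (0.184) missed the threshold. Another probe set of dynll2b did not pass the test (0.19, SE 0.11).
Of 24 heat shock and hypoxia genes, igfbp1a rose and the chaperone gene hspa4a fell (-0.49, SE 0.12) (1 higher and 3 lower adjusted over the list alone). They changed on average by 0.06, from -0.13 to 0.20, and their median was -0.03 (exact permutation p = 0.359, camera, direction up, adjusted p = 0.935). The mean was 0.04 without batch 1, 0.04 without batch 3 and 0.12 without batch 6.
Of 30 genes of ethanol metabolism and oxidative stress, prdx1, gstm.1 and gstp1.2 (0.54, SE 0.14) rose, and gpx4a (-0.56, SE 0.13) fell, as did txnb (-0.50, SE 0.14), prdx5 (-0.49, SE 0.10) and mao (-0.35, SE 0.11), these 3 named after their values were seen (5 higher and 4 lower adjusted over the list alone). The mean change was 0.06, from -0.05 to 0.15 (exact permutation p = 0.203, camera adjusted p = 0.556), 0.09 without batch 1 and 0.03 without batch 6. Without batch 4, gstp1.2 missed the threshold (0.172), as did gpx4a without batch 5 (0.108).
Of 9 cholesterol synthesis genes, dhcr7 rose and none fell (1 higher and 1 lower adjusted over the list alone), with a mean change of -0.02, from -0.31 to 0.15 (exact permutation p = 0.984, camera adjusted p = 0.755), and a mean from -0.06 without batch 2 to 0.08 without batch 4 with a pair left out. None of 70 ribosomal protein genes passed the test, also adjusted over the list alone, and their mean change was -0.04, from -0.18 to 0.09 (exact permutation p = 0.438). The camera call for them (adjusted p = 0.0101) ended without batch 1 (0.627, with a mean of -0.01) or 5 (0.249, with a mean of -0.02), and was not past the threshold otherwise (adjusted p = 0.789 with an estimated correlation).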
